# The Spatiotemporal Control of Zygotic Genome Activation

**DOI:** 10.1016/j.isci.2019.06.013

**Published:** 2019-06-11

**Authors:** George E. Gentsch, Nick D.L. Owens, James C. Smith

**Keywords:** Developmental Genetics, Developmental Biology, Embryology, Omics

## Abstract

One of the earliest and most significant events in embryonic development is zygotic genome activation (ZGA). In several species, bulk transcription begins at the midblastula transition (MBT) when, after a certain number of cleavages, the embryo attains a particular nuclear-to-cytoplasmic (N/C) ratio, maternal repressors become sufficiently diluted, and the cell cycle slows down. Here we resolve the frog ZGA in time and space by profiling RNA polymerase II (RNAPII) engagement and its transcriptional readout. We detect a gradual increase in both the quantity and the length of RNAPII elongation before the MBT, revealing that >1,000 zygotic genes disregard the N/C timer for their activation and that the sizes of newly transcribed genes are not necessarily constrained by cell cycle duration. We also find that Wnt, Nodal, and BMP signaling together generate most of the spatiotemporal dynamics of regional ZGA, directing the formation of orthogonal body axes and proportionate germ layers.

## Highlights

• Temporal RNAPII profiling shows gradual activation of zygotic genome in frog embryo
• Quantity and size of RNAPII-transcribed genes increase before cell cycle slows down
• More than 1,000 genes are activated before the midblastula transition
• Most regional activation of zygotic genome depends on Wnt, Nodal, and BMP signaling

## Introduction

The genomes of multicellular organisms are transcriptionally silent at the time of fertilization, and the events of early development, including zygotic (also known as embryonic) genome activation (ZGA), are directed by maternal gene products (De Iaco et al., 2019, Eckersley-Maslin et al., 2019, Gentsch et al., 2018b, Lee et al., 2013, Leichsenring et al., 2013, Liang et al., 2008). The number of cell cycles after which ZGA becomes essential for development (at which embryos arrest if transcription is inhibited) is highly reproducible within each species. In the zebrafish, the frog *Xenopus*, and the fruit fly *Drosophila*, this occurs after 10, 12, and 13 cell cycles, respectively, at the so-called midblastula transition (MBT) (Blythe and Wieschaus, 2015, Gentsch et al., 2018b, Kane and Kimmel, 1993, Newport and Kirschner, 1982a). Early development in these species occurs with no gain in cytoplasmic volume, and studies in *Xenopus* suggest that ZGA is triggered at a particular nuclear-to-cytoplasmic (N/C) ratio, when the increasing amount of nuclear DNA titrates out maternally deposited repressors (Newport and Kirschner, 1982b). Slower-developing mammalian embryos show major waves of RNA polymerase II (RNAPII)-mediated transcription as early as the two-cell stage in mice (Bolton et al., 1984, Hamatani et al., 2004) and four- to eight-cell stage in humans (Braude et al., 1988, Vassena et al., 2011). This occurs days before the formation of the blastocyst, which, like the blastula, contains the pluripotent cells that form the embryo proper.

In *Xenopus*, ZGA is associated with changes in cell behavior after the MBT. First, rapid and nearly synchronous cell cleavages give way to longer and asynchronous cell divisions (Anderson et al., 2017, Newport and Kirschner, 1982a). Second, embryonic cells acquire the ability to respond to inductive signaling (Gentsch et al., 2018b), causing them to become motile, to establish dorsoventral patterning, and to contribute to one or two of the three germ layers (endoderm, mesoderm, and ectoderm). These germ layers emerge first during gastrulation and are the primordia of all organs. Third, embryos show accelerated degradation of maternal RNA, and fourth, cells gain apoptotic (Stack and Newport, 1997) and immunogenic (Gentsch et al., 2018a) capabilities.

Although large-scale ZGA occurs at the MBT, some genes escape the repressive environment of the early embryo and nascent transcripts can be detected in *Xenopus* during rapid cleavage stages. For example, primary microRNA transcripts of the polycistronic MIR-427 gene (Lund et al., 2009) are detectable in *Xenopus tropicalis* after just three cell divisions (Owens et al., 2016). MIR-427, like its zebrafish equivalent MIR-430, is activated at early stages by the synergistic and pioneering activities of maternal members of the SoxB1 and Pou5F (Oct4) transcription factor (TF) families (Gentsch et al., 2018b, Heyn et al., 2014, Lee et al., 2013). These core pluripotency TFs, represented by Sox3 and Pou5f3 in *Xenopus*, are characterized by ubiquitous and high translation frequencies in pre-MBT embryos (Gentsch et al., 2018b, Lee et al., 2013). Zygotic transcription of the Nodal-encoding genes *nodal3/5/6*, and of the homeobox genes *siamois1/2*, is initiated by nuclear β-catenin as early as the 32-cell stage (Owens et al., 2016, Skirkanich et al., 2011, Yang et al., 2002).

Although miR-427 (and miR-430 in zebrafish) contributes to the clearance of maternal RNA (Giraldez et al., 2006, Lund et al., 2009), *nodal* and *siamois* genes initiate the formation of the germ layers and body axes (Agius et al., 2000, Lemaire et al., 1995). All these genes, and other early-activated genes in *Drosophila*, *Xenopus*, and zebrafish, have coding sequences of <1 kb and either no introns or just a few (Heyn et al., 2014). It has been suggested that the early rapid cell cycles cause the DNA replication machinery to interfere with the transcription of larger genes (Shermoen and O'Farrell, 1991), a suggestion supported, to date, by the profiling of nascent transcripts (Heyn et al., 2014). We note, however, that the detection and temporal resolution of de novo transcription can be particularly challenging for genes that have both maternal and zygotic transcripts.

Here we use the continuous occupancy of RNAPII along gene bodies as a method to record ZGA. In contrast to transcript profiling techniques, this method (1) directly determines the activity of every gene; (2) is independent of metabolic labeling (Heyn et al., 2014) and of any gene feature such as introns (Lee et al., 2013), single nucleotide polymorphisms (Harvey et al., 2013, Lott et al., 2011), or transcript half-lives; and (3) circumvents difficulties in detecting nascent transcripts in a large pool of maternal transcripts. By combining these data with the profiling of the transcriptome along the primary body axes (Blitz et al., 2017), we resolve ZGA in time and space for wild-type and various loss-of-function embryos. We provide evidence that runs counter to our original understanding of the cell cycle or of the N/C ratio in constraining gene expression before MBT. And finally, we show how signaling initiates and coordinates spatiotemporal ZGA in the *Xenopus* embryo.

## Results

### RNAPII Profiling Reveals Exponential ZGA before MBT

In an effort to resolve the progression of ZGA, we profiled chromatin for RNAPII engagement on hand-sorted *X. tropicalis* embryos over six developmental stages from the 32-cell to the late gastrula stage (Figures 1A and 1B). RNAPII was localized on the genome by chromatin immunoprecipitation followed by deep sequencing (ChIP-seq). We complemented RNAPII profiling with high time-resolution transcriptomics (Owens et al., 2016) counting both exonic and intronic RNA at 30-min intervals from fertilization to the late gastrula stage (Figures 1A, 1B, S1A, and S1B). For both maternal and zygotic genes, the detection threshold was set to ≥3 transcripts per million (TPM) averaged over any 1-h window during this developmental period to avoid genes with general low-level expression. This restricted the analysis to 13,042 genes (Figure 1B). These genes were considered active when we detected simultaneously RNAPII enrichment along their full length (see Transparent Methods) as well as the presence of the corresponding transcripts. In doing so, we used a low threshold of ≥0.1 TPM so as not to miss the onset of gene transcription. RNAPII-guided ZGA profiling was verified in part by active post-translational histone marks (Hontelez et al., 2015) and by differential expression methods aiming at detecting nascent transcripts. Thus, zygotic transcript depletion (by blocking RNAPII elongation with α-amanitin) (Gentsch et al., 2018b) or enrichment (by selecting 4-thiouridine [4sU]-tagged transcripts at the MBT and the mid-gastrula stage) showed substantial overlaps and positive correlations with RNAPII-covered genes (Figures 1A, 1B, S1C, and S1D and Tables S1 and S2).

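Nascent transcripts were captured from embryos that had received 75 ng of 4sU, a uridine analogue that is built into new RNA and allows labelled transcripts to be selected. Each sample held 30 embryos, collected at stage 8+ (the MBT) or at stage 10+, which the labels call early gastrula. At each stage 1 library of 4sU-enriched RNA and 1 library of the input RNA were sequenced, so the values have no replicate check and no test between stages was made. The authors depleted ribosomal RNA, aligned paired-end reads to the transcriptome assembly and deposited the number of read pairs that aligned uniquely to each gene, without normalization. The pairs counted on genes came to 7884062 in the input and 888940 in the 4sU-enriched RNA at stage 8+. At stage 10+ they came to 6470826 and 1538052. These counts were divided by DESeq2's size factors, and the enrichment of a gene is the ratio of its 4sU-enriched to its input counts where the input held at least 10. Genes that Table S2 lists as RNAPII-covered by the MBT had a median enrichment of 1.22 at stage 8+ (95% binomial interval of the median across 2516 genes, 1.17 to 1.27) and of 1.85 at stage 10+ (1.76 to 1.96 across 2564 genes). Genes outside Table S2 had a median of 0.634 across 7728 genes at stage 8+ and of 0.420 across 7539 genes at stage 10+. At stage 8+ the median was 7.64 for the 24 measured genes covered from the 32-cell stage, 6.73 for the 100 genes covered from the 128-cell stage and 1.03 for the 1634 genes covered from the MBT. It was 0.765 for the 567 genes that were covered only from the mid-gastrula stage and 0.731 for the 950 genes covered from the late gastrula stage. Against 10000 random lists of the same size matched on the mean of their input and 4sU-enriched counts, the lists up to the MBT lay at percentile 100 at both stages, while the late gastrula list lay at percentile 0 at stage 8+ and 0.01 at stage 10+. The mid-gastrula list moved from percentile 9.68 at stage 8+ to 96.6 at stage 10+. These percentiles describe the libraries at hand and do not stand for replicate embryos. Across genes, enrichment rose with the RNAPII enrichment given in Table S2, with a Spearman correlation of 0.297 over 4033 genes at stage 8+ (95% interval 0.268 to 0.324) and of 0.362 over 4123 genes at stage 10+ (0.334 to 0.389). With the maternal transcript level in TPM the correlations were -0.292 and -0.350. These 4 correlations are across genes, and genes are not independent replicates. Scaling by the total counts of a library in place of size factors moved the medians of the genes covered by the MBT most, to 0.974 at stage 8+ and 1.197 at stage 10+. With no minimum and a pseudocount of 1 these medians were 1.37 and 1.94, while those of the genes outside Table S2 rose to 1.49 and 1.30, so that at stage 8+ the order of the 2 lists reversed. The enrichment of mir427 was 19.6 at stage 8+ and 9.51 at stage 10+, from 3106 and 985 input counts. For nodal3.1 it was 13.7 and 8.95, from 2385 and 1334 input counts. For sia2 it was 14.6 and 2.26, from only 52 and 23 input counts. From active histone marks, an α-amanitin experiment, neither of which is analysed here, and nascent transcripts selected by 4sU, the paper states that RNAPII-guided profiling was verified in part.

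**Figure D1:**
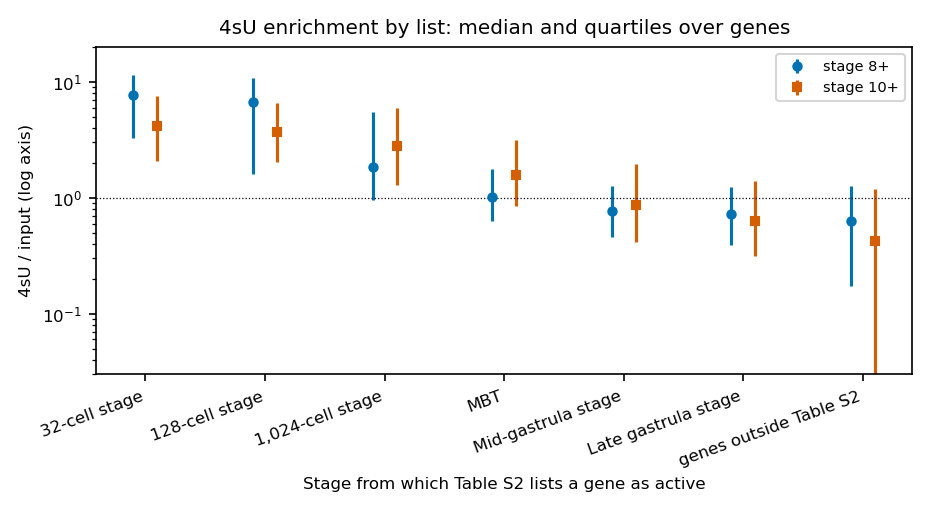
Ratio of 4sU-enriched to input normalized counts (log axis) for genes grouped by the stage from which Table S2 lists them as RNAPII-covered, at stage 8+ (circles) and stage 10+ (squares). Points are medians and lines span the quartiles over genes, and the medians fall from 7.64 for the 32-cell list to 0.634 for genes outside Table S2 at stage 8+; the lower quartile of the genes outside Table S2 is 0 at stage 10+ and lies off the axis.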

**Figure 1:**
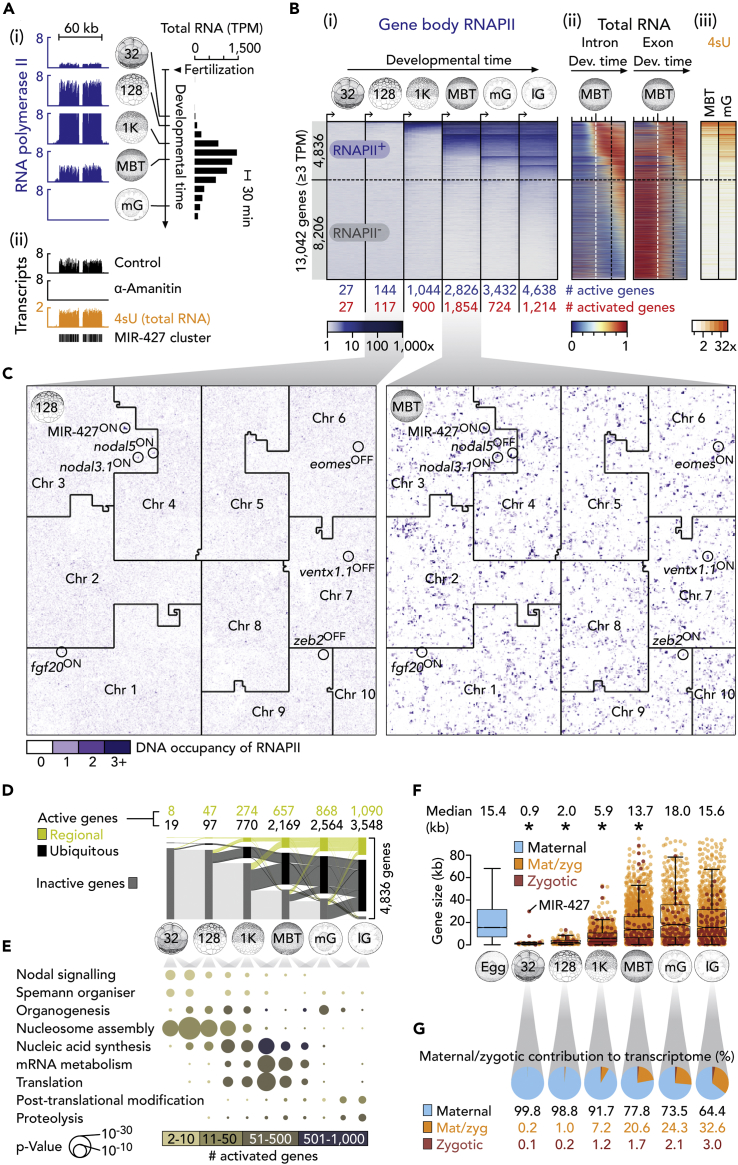
Dynamics and Architecture of ZGA in *X. tropicalis* (A) (i) Genome-wide profiling of RNAPII and total RNA (Owens et al., 2016) to determine temporal ZGA dynamics. (ii) Complementary approach to detect transcriptionally active genes by α-amanitin-induced loss and 4sU enrichment of nascent (zygotic) transcripts. (B) Progression of ZGA from the 32-cell to the late gastrula stage based on (i) whole gene body (full-length) occupancy of RNAPII (i.e., RNAPII was enriched across entire gene bodies; see Transparent Methods). Co-aligned: (ii) High time-resolution of total RNA, separated by intron- and exon-derived signals, from fertilization to the late gastrula stage, and (iii) enrichments of 4sU-tagged RNA at the MBT and the mid-gastrula stage. Numbers below RNAPII heatmap represent counts of active (blue) and activated (red) genes at the indicated developmental stages. The horizontal dotted line separates RNAPII-engaged (RNAPII^+^) from non-engaged (RNAPII^−^) genes as detected until the late gastrula stage. The vertical dotted lines in the total RNA plots indicate the developmental time points of the MBT (white) and the late gastrula stage (black), respectively. (C) 2D space-filling (Hilbert) curves showing RNAPII recruitment to chromosomes (Chr) at the 128-cell stage and the MBT. A few zygotic genes are highlighted as being active (ON) or not (OFF) based on their engagement with RNAPII. (D) Alluvial diagram of spatiotemporal ZGA. Tissue specificity inferred from regional transcript enrichments along the animal-vegetal or the dorsoventral axes or both (Blitz et al., 2017). (E) ZGA-associated enrichment of biological processes. The statistical significance of enrichment (hypergeometric p-value) an the number of activated genes associated with each biological process are visualized by bubble size and color, respectively. (F) Beeswarm boxplots of maternal and/or zygotic gene sizes. *, p < 1.9 × 10^−7^ (Wilcoxon rank-sum test against maternal and post-MBT activated genes); r_effect_ 0.06 (“MBT” vs “Egg”) - 0.48 (“128” vs “mG”). (G) Maternal/zygotic contribution to the transcriptome deduced from full-length RNAPII occupancy and maternally inherited RNA. Abbreviations: 32, 32-cell; 128, 128-cell; 1K, 1,024-cell; MBT, midblastula transition; mG, mid-gastrula; lG, late gastrula; 4sU, 4-thiouridine; Mdn, median; TPM, transcripts per million. See also Figure S1 and Tables S1 and S2.

This analysis revealed an exponential ZGA before the MBT with 27, 144, and 1,044 active genes after 5 (32-cell, ∼2.5 hpf), 7 (128-cell, ∼3 hpf) and 10 (1,024-cell, ∼4 hpf) cell cycles, respectively. Gene activation reached its peak at the MBT (∼4.5 hpf), with 1,854 newly activated genes, before dropping to 724 genes at the early to mid-gastrula stage (∼7.5 hpf) and increasing again to 1,214 genes toward the end of gastrulation (∼10 hpf) (Figures 1B, 1C, and S1E and Table S2). The dramatic increase in transcriptional activity that occurs in the 1.5 h between the 128-cell stage and the MBT can be illustrated by Hilbert curves (Figure 1C), which provide a genome-wide overview of RNAPII enrichment by folding chromosomes into two-dimensional space-filling and position-preserving plots (Gu et al., 2016). Although most zygotic genes remain active beyond the mid-gastrula stage, 197 (including *siamois2* [*sia2*], *nodal5* and *znf470*) of the 4,836 zygotic genes (∼4%) are deactivated within ∼6 h of development (Figures 1C, S1F, and S1G). Slightly less than one-third of the activated genes were differentially expressed along either or both of the animal-vegetal and dorsoventral axes (Figures 1D and S1F).

The temporal order of enriched biological processes supported by ZGA matched the regulatory flow of gene expression, starting with nucleosome assembly, nucleic acid synthesis, mRNA metabolism and production, post-translational modification, and degradation of proteins (Figure 1E). The earliest transcriptional engagement, beginning at the 32- to 128-cell stages, was detected in gene clusters of tens to hundreds of kilobases (Figures 1A, 1C, and S1H–S1J). These clusters featured close relatives of the same genes, some of which are critical to Nodal signaling (Nodal ligands), the formation of the Spemann organizer (Siamois homeobox transcription factors), nucleosome assembly (histones), mRNA decay (MIR-427), and ongoing gene regulation (zinc finger transcription factors with on average 10 Cys2-His2 [C2H2] domains; Figure S1J). These earliest activated genes were shorter and encoded smaller proteins than those within the maternal pool or those that are activated post-MBT (Figures 1F and S1K). The non-coding features that contributed most to the differences in length were the 3′ UTRs and introns (Figure S1K).

We noted that the shorter zygotic genes observed before the MBT did not correlate strictly with the time constraints imposed by short cell cycles. We detected increasing and wider spread of de novo recruitment of RNAPII before the MBT, when cleavages continue to occur at rapid and near-constant pace (Figures 1F and S1K). During this period, the median length of activated genes (and their coding sequences) increases from ∼0.9 kb (∼0.4 kb) to ∼5.9 kb (∼0.9 kb). However, it was not until after the MBT that the overall architecture of zygotic and maternal genes became indistinguishable (Figures 1F and S1K). Temporal comparison of RNAPII engagement and total RNA profiling suggested that the zygotic contribution to the transcriptome (as calculated by the number of zygotic genes divided by the number of genes with ≥0.1 TPM maternal transcripts averaged over the first hour post-fertilization when the entire zygotic genome is still transcriptionally inactive) rose within seven cell cycles from ∼0.2% at the 32-cell stage to ∼22% at the MBT (Figure 1G). Further maternal degradation and more moderate transcriptional engagement extended the zygotic contribution to about one-third of the transcriptome by the late gastrula stage. Maternal transcripts (≥0.1 TPM, see earlier text) were detected for ∼67% of newly activated genes (18 of 27 genes) at the 32-cell stage, ∼85% (99/117) at the 128-cell stage, ∼87% (780/900) at the 1,024-cell stage, ∼95% (1,754/1,854) at the MBT, ∼89% (644/724) at the mid-gastrula stage, and ∼90% (1,094/1,214) at the late gastrula stage (Table S2). Altogether ∼91% (4,389/4,836) of newly activated genes have ≥0.1 TPM maternal contribution.

### Wnt, Nodal, and BMP Signals Are Key Drivers of Regional ZGA

We next sought to investigate the single and combined effects of different inductive signals on the spatiotemporal dynamics of ZGA. The early vertebrate embryo employs canonical Wnt, Nodal, and BMP signals and their key transcriptional effectors β-catenin, Smad2, and Smad1, respectively, to establish the primary body axes and the three germ layers (reviewed by Arnold and Robertson, 2009 and Kimelman, 2006). In *Xenopus*, β-catenin first translocates to the nuclei of dorsal blastomeres at the 32-cell stage (Larabell et al., 1997, Schneider et al., 1996) (Figure 2A). After the MBT, zygotic Wnt8a causes more nuclear β-catenin to accumulate around the forming blastopore lip (Christian and Moon, 1993, Schohl and Fagotto, 2002). The nuclear translocation of Smad1 and Smad2 is triggered around the MBT by various BMP and Nodal ligands. Nuclear Smad1 is primarily detected on the ventral side and the blastocoel roof of the embryo, whereas nuclear Smad2 is detected within the vegetal hemisphere (VH) and the marginal zone (MZ) (Faure et al., 2000, Schohl and Fagotto, 2002) (Figure 2A).

**Figure 2:**
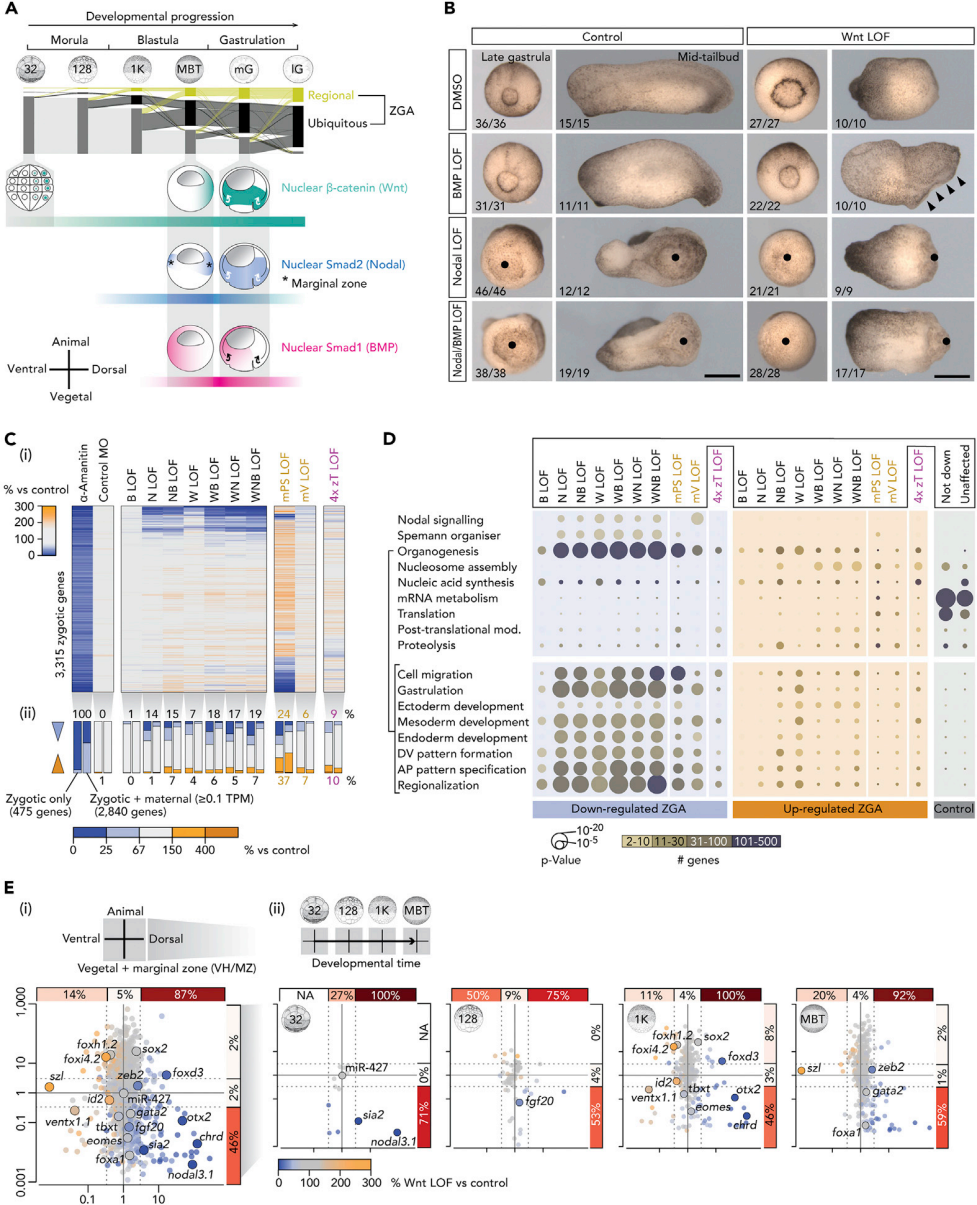
Spatiotemporal ZGA Regulated by Canonical Wnt, Nodal, and BMP Signals (A) Spatiotemporal ZGA and nuclear localization of signal mediators β-catenin (canonical Wnt), Smad2 (Nodal), and Smad1 (BMP) (Faure et al., 2000, Larabell et al., 1997, Schohl and Fagotto, 2002) from the 32-cell to the late gastrula stage. (B) Morphological phenotypes of single and combined signal LOFs at the late gastrula and the mid-tail bud stage. Left (“control”) pictures are taken from Gentsch et al. (2018b). Bullet points, failed blastopore formation. Arrowheads, excessive neural fold formation. Scale bar, 0.5 mm. (C) Heatmap (i) and bar graph summary (ii) of ZGA mis-regulated in various LOF embryos: α-amanitin, positive control; control MO, negative control. Abbreviations: B, BMP; N, Nodal; W, canonical Wnt; mPS, maternal Pou5f3/Sox3; mV, maternal VegT; 4x zT, four zygotic T-box TFs (zygotic VegT, Eomes, Tbxt and Tbxt.2). (D) Biological processes enriched with mis-regulated and control (not down-regulated or unaffected by the loss of maternal TFs or signaling) sets of zygotic genes under indicated LOFs. The statistical significance of enrichment (hypergeometric p-value) and the number of zygotic genes are visualized by bubble size and color, respectively. (E) Summary (i) and temporal resolution (ii) of Wnt LOF effects on regional ZGA. Percentages only refer to the down-regulated genes among all zygotic genes with similar expression ratios along the animal-vegetal or the dorsoventral axes. See also Figure S2, Tables S1 and S3, and Video S1.

In an effort to inhibit canonical Wnt signaling, we injected into the *X. tropicalis* zygote a previously validated antisense morpholino oligonucleotide (MO), which interferes with β-catenin protein synthesis by annealing to the translation start codon (Heasman et al., 2000). Nodal and BMP signals were selectively blocked by incubating dejellied embryos from the eight-cell stage in the cell-permeable inhibitors SB431542 (Ho et al., 2006, Inman et al., 2002) and LDN193189 (Cuny et al., 2008, Young et al., 2017), respectively. The morphological phenotypes of these single loss-of-function (LOF) treatments were consistent with previous observations and ranged from impaired axial elongation causing the loss of tail structures (BMP, Reversade et al., 2005) to severe gastrulation defects (Wnt, Heasman et al., 2000, and Nodal, Ho et al., 2006) as shown in Figure 2B. Briefly, Nodal LOF impaired blastopore lip formation and bulk tissue movements of gastrulation (bullet points in Figure 2B). However, it did not preclude subsequent elongation of the antero-posterior axis. By contrast, Wnt LOF embryos underwent gastrulation (albeit delayed and more circumferentially rather than in a dorsal to ventral wave) but failed to form an antero-posterior axis, with both head and tail being absent. With respect to the joint effects of Wnt, Nodal, and BMP signaling, most dual and triple LOFs combined their individual morphological defects such that, for example, Wnt/Nodal LOF resulted in the complete loss of gastrulation and axial elongation. By contrast, Wnt/BMP LOF produced defects such as non-fusing neural folds (arrowheads in Figure 2B), structures that were either absent in Wnt LOF embryos or normal in BMP LOF embryos.

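Poly(A) RNA was sequenced from 8 groups of embryos at stage 9+ (late blastula), with 3 libraries per group and 10 to 15 embryos per library. Wnt LOF embryos had received 5 ng of a β-catenin morpholino (MO), an antisense oligonucleotide that keeps the transcript from being translated. Nodal signaling was blocked with 100 µM SB431542 and BMP signaling with 10 µM LDN193189, both from the 8-cell stage, and double and triple LOFs combined these treatments. The control embryos were uninjected and kept in DMSO, so each comparison of a Wnt LOF with the control also sets injected against uninjected embryos. The authors aligned the reads to the genome guided by revised gene models and deposited, for each library, the number of reads counted on the exons and on the introns of each gene, without strand information and without normalization. Exon counts per library ran from 32716602 to 40895797 in the control (median 33889636). They ran from 27710453 to 38447687 in BMP LOF (median 32241212), from 34176526 to 37630546 in Nodal LOF (median 37603502) and from 38299774 to 39152760 in Nodal/BMP LOF (median 38946876). With the β-catenin MO they ran from 30802029 to 41903849 in Wnt LOF (median 39589407), from 32182862 to 38338999 in Wnt/BMP LOF (median 33485759), from 29320405 to 35059426 in Wnt/Nodal LOF (median 34633466) and from 41622595 to 45443446 in Wnt/Nodal/BMP LOF (median 43500017). Intron counts were fewer, between 1111752 and 1914882 per library. The exon counts were normalized by edgeR's TMM method and fitted together over the 24 libraries with the condition as the only term, over 16001 genes that passed edgeR's filter on low counts. Each LOF was compared with the control by edgeR's quasi-likelihood test, and a gene was called at a Benjamini-Hochberg adjusted p of at most 0.1, the level the authors used. The transcript that the MO binds, ctnnb1 (Xetro.F01190), lies on scaffold 6 of genome assembly v7.1 from 92370980 to 92393190. It had 93328 ± 14323 normalized exon counts in the control and 83039 ± 3361 in Wnt LOF (SD, n = 3), a log2 fold change of -0.17 (standard error 0.11, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 1 this was -0.07. Its intron counts went the other way, with a log2 fold change of 0.33 and an adjusted p of 0.802 from edgeR's quasi-likelihood test. In the other 3 LOFs with the β-catenin MO its exon counts lay between 91.2% and 92.2% of control. The MO acts on translation, so these counts do not measure the knockdown. In a principal component analysis of the 24 libraries, the first component held 36.8% and the second 24.1% of the variance, of which 99.7% and 96.7% lay between replicate numbers. The third component held 12.6%, of which 82.9% lay between the 8 groups.

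**Figure D2:**
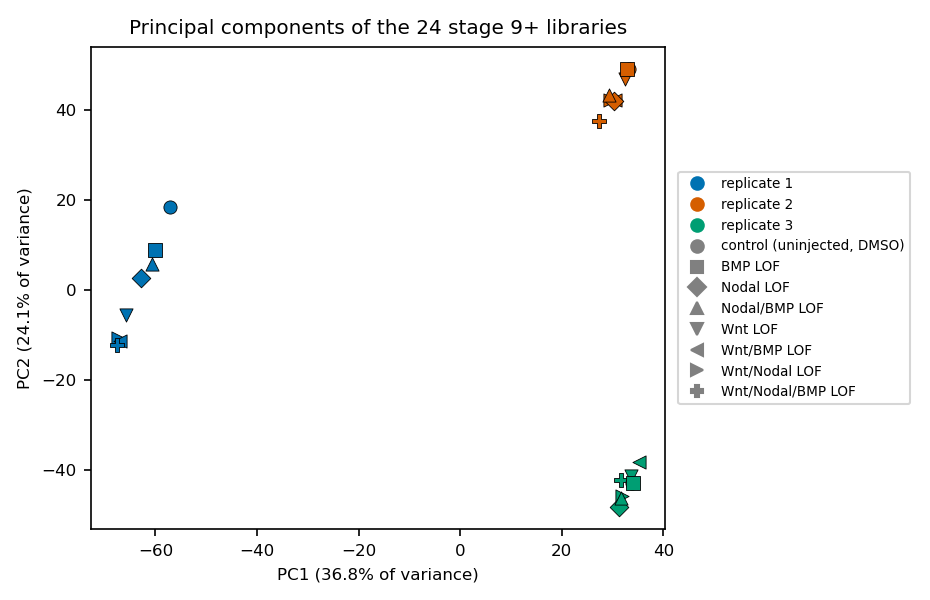
Each of the 24 libraries at stage 9+ on the first (x axis, 36.8% of the variance) and second (y axis, 24.1%) principal component of its normalized exon counts, with the replicate number as color and the group as symbol. Replicate 1 lies apart from replicates 2 and 3 on the x axis, and all 3 lie apart on the y axis.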

Changes to ZGA caused by the single or combined LOF of Wnt, Nodal, and/or BMP were then determined at the late blastula stage on a transcriptome-wide scale using deep RNA sequencing (RNA-seq). Analysis was limited to the 3,315 zygotic genes for which spatiotemporal expression data are available (Blitz et al., 2017, Owens et al., 2016) and where reduced expression (≥50% loss of exonic and/or intronic transcript counts, false discovery rate [FDR] ≤10%) could be detected in α-amanitin-injected embryos (Figure 2C and Table S3) (Gentsch et al., 2018b). α-Amanitin-mediated inhibition of RNAPII elongation impedes the morphogenetic tissue movements of gastrulation and ultimately leads to early embryonic death (Gentsch et al., 2018b). Spatial gene expression patterns were inferred from experiments comparing the transcriptomes of embryos dissected along their animal-vegetal and dorsoventral axes (Blitz et al., 2017); we did not include the left-right axis because there were no significant differences in gene expression across this axis at the gastrula stage (Blitz et al., 2017). The signal-mediated transcriptional effects (1.5-fold change from control RNA level) on zygotic genes, 86% (2,840/3,315) of which have ≥0.1 TPM maternal contribution, ranged from ∼1.5% (∼1.3% down and ∼0.2% up) to ∼26% (∼19% down and 7% up) for single BMP LOF and triple Wnt/Nodal/BMP LOFs, respectively (Figure 2C). 

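In the fit over all 24 libraries, 478 genes changed in Wnt/Nodal/BMP LOF (419 lower and 59 higher), 382 in Wnt/Nodal LOF (336 and 46), and 279 in Wnt/BMP LOF (229 and 50), each at an adjusted p of at most 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In Wnt LOF 42 genes were higher, and 77.2% of the genes called were lower. Without the β-catenin MO, 109 genes changed in Nodal LOF (107 and 2) and 92 in Nodal/BMP LOF (81 and 11). None was called in BMP LOF. There 217 genes had an unadjusted p under 0.05, fewer than chance alone would give over 16001 tested genes. This fit, which leaves out the pairing of the libraries, was thus conservative, and 0 calls do not show that BMP LOF had no effect. With the replicate number as a block the counts rose to 1303 genes in Wnt/Nodal/BMP LOF, 969 in Wnt/Nodal LOF, 1214 in Wnt/BMP LOF, 636 in Wnt LOF, 365 in Nodal LOF, 452 in Nodal/BMP LOF and 7 in BMP LOF. The counts also rested on single replicates. Without replicate 2 there were 88 genes in Wnt/Nodal/BMP LOF, 97 in Wnt/Nodal LOF, 11 in Wnt/BMP LOF, 13 in Wnt LOF, 8 in Nodal LOF and 12 in Nodal/BMP LOF. Without replicate 1 there were 107 in Wnt LOF and 72 in Nodal LOF, and without replicate 3 there were 83 in Wnt LOF, 10 in Nodal LOF and 15 in Nodal/BMP LOF. Fold changes were then taken from mean normalized exon counts, where the authors used exon and intron counts, for genes with at least 10 in every control library. This was done for the 2898 genes that Table S2 lists as active by the MBT, of which 2778 were measured, because only 1845 genes of Table S3 could be read. BMP LOF left 96 genes (3.46%) lower and 7 (0.252%) higher by 1.5-fold. Taken within each replicate number, these shares were 4.55% ± 2.25 and 0.960% ± 0.369 (SD, n = 3). The share lower in BMP LOF was 2.15% without replicate 1 and 5.50% without replicate 2, and the share higher was 0.466% without replicate 3. Wnt/Nodal/BMP LOF left 302 genes (10.9%) lower and 56 (2.02%) higher, or 12.9% ± 6.43 and 5.08% ± 1.78 within replicate numbers (SD, n = 3). The share higher was 4.09% without replicate 1. Among the other 5 LOFs the share lower ran from 7.70% in Wnt LOF to 9.58% in Wnt/BMP LOF. Within replicate numbers, Wnt LOF lowered 20.5% of the genes in replicate 1, 5.72% in replicate 2 and 6.77% in replicate 3. Shares of this kind are not 0 without an effect: unchanged groups simulated against the same 3 control libraries had 3.18% of genes lower by 1.5-fold on average. With the replicate number as a block in the simulation it was 0.354%, against 2.95% lower in BMP LOF with fold changes taken within replicate numbers. The requirement of an adjusted p beside the fold change left 0% lower in BMP LOF and 6.60% in Wnt/Nodal/BMP LOF. The paper states that the extent of ZGA mis-regulation across these LOFs largely reflected the severity of the morphological phenotypes.

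**Figure D3:**
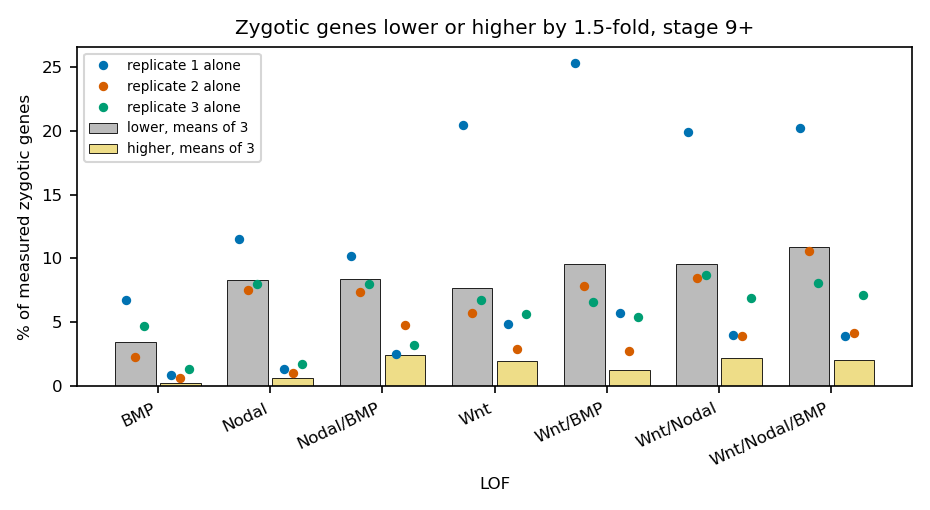
Percentage of the 2778 measured zygotic genes (y axis) that were lower (grey) or higher (yellow) by 1.5-fold in each LOF at stage 9+ (x axis). Bars use the means of 3 libraries and dots use each replicate number alone, and in the 4 LOFs with the β-catenin MO replicate 1 lies above the others for lower genes, at 20.5% in Wnt LOF.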

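The genes active by the MBT were split at a maternal contribution of 0.1 TPM, as given in Table S2. Under 0.1 TPM there were 247 genes, of which 207 were measured, and at 0.1 TPM or more there were 2651, of which 2571 were measured. Wnt/Nodal/BMP LOF lowered 54.1% of the first group and 7.39% of the second by 1.5-fold, or 54.1% ± 14.5 and 9.63% ± 5.79 within replicate numbers (SD, n = 3). For Wnt LOF the shares were 41.1% and 5.02%, for Nodal LOF 43.0% and 5.48%, and for BMP LOF 21.7% and 1.98%, the last of which was 1.05% without replicate 1 and 3.42% without replicate 2. The difference held within each replicate number: Wnt LOF lowered 58.5%, 31.4% and 35.7% of the solely zygotic genes in replicates 1, 2 and 3, against 17.4%, 3.66% and 4.43% of the others. Genes that rose were also more frequent under 0.1 TPM, with 9.18% against 1.44% higher in Wnt/Nodal/BMP LOF (15.1% and 3.18% without replicate 1). Genes are not replicates, so no test was made across them.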

As expected, the transcript levels of genes whose expression is solely zygotic were more strongly affected than those of zygotic genes with maternally contributed transcripts (Figures 2C and 4A). The extent of ZGA mis-regulation largely reflected the severity of the resulting morphological phenotypes at the late gastrula and the mid-tail bud stage (Figures 2B and 2C).

In comparison, the LOFs of critical maternal TFs like Pou5f3/Sox3 or VegT (Gentsch et al., 2018b) caused the mis-regulation of 61% (∼24% down and ∼37% up) and 13% (∼6% down and ∼7% up) of zygotic genes, respectively. 

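The zygotic T-box TFs were knocked down together in embryos that had received 5 ng of a zVegT MO, 5 ng of an eomes MO and 2.5 ng of each of 2 MOs per gene against tbxt and tbxt.2, one blocking splicing and one blocking translation. Control embryos had received 20 ng of a control MO. Poly(A) RNA of 4 libraries per group, each from 10 to 15 embryos, was sequenced at stage 10+ (early gastrula), stage 11+ (mid-gastrula) and stage 12+ (late gastrula), and the authors deposited exon and intron counts made in the same way as for the signals. Exon counts per library ran from 38911723 to 60984753 in the control at stage 10+ (median 48682697), from 37931058 to 52487578 at stage 11+ (median 42340334) and from 26586752 to 39501167 at stage 12+ (median 32632872). In 4x zT LOF they ran from 41973266 to 55209100 (median 50502045), from 38198848 to 45437049 (median 43468222) and from 39949667 to 55738806 (median 42286624). The transcripts of the targeted genes were looked at first, although MOs that block translation need not lower them. Of tbxt.2 (Xetro.E00957, scaffold 5 of genome assembly v7.1, 72091808 to 72101743) 11.9% of the control level was left at stage 10+, 4.59% at stage 11+ and 12.1% at stage 12+. Over the 3 stages its log2 fold change was -3.57 (standard error 0.35, adjusted p = 5.00e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in 12 of 12 pairs of libraries. By contrast, vegt (Xetro.N00856, scaffold 1, 55053468 to 55058671) rose, with a log2 fold change of 0.88 (standard error 0.19, adjusted p = 0.001 from edgeR's quasi-likelihood test). It stood at 93.0% of control at stage 10+, 191.6% at stage 11+ and 341% at stage 12+. The exon counts of eomes (Xetro.F01268, scaffold 6, 97450492 to 97457071) rose as well, from 19427 ± 3155 to 26734 ± 1705 at stage 10+ and from 3006 ± 294 to 8947 ± 896 at stage 12+ (SD, n = 4), with a log2 fold change of 1.19 over the stages (standard error 0.12, adjusted p = 9.99e-08 from edgeR's quasi-likelihood test). For tbxt (Xetro.E00956, scaffold 5, 72054920 to 72062232) the log2 fold change over the stages was -0.10 (standard error 0.13, adjusted p = 0.610 from edgeR's quasi-likelihood test), since it stood at 73.6%, 73.1% and 150% of control in turn. Without replicate 1 this was -0.17, and without replicate 4 it was -0.01. The intron counts of tbxt gave a log2 fold change of 2.38, so the direction of tbxt depends on whether exons or introns are counted. Intron counts also rose in all 12 pairs for eomes and vegt, and fell in all 12 pairs for tbxt.2. With the stage and the condition as terms, 7204 of 17188 genes changed over the 3 stages, 3497 lower and 3707 higher, at an adjusted p of at most 0.1 in edgeR's quasi-likelihood test. The count was 4724 when stage 11+ was left out and 2382 at stage 10+ alone. The largest falls among genes with a symbol were in mylpf (log2 fold change -4.10, standard error 0.53, adjusted p = 2.22e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in atp2a1 (-3.76, standard error 0.59) and in tbxt.2. The largest rises were in fam65b (4.09, standard error 0.35), elk1 (3.67, standard error 0.24) and lonrf3 (3.27, standard error 0.37), of which fam65b was not called from intron counts (0.61). Among the 3622 genes that Table S2 lists as active by the mid-gastrula stage, 3537 were measured, and their percentages of control were averaged over the stages as the authors did. Of these, 219 (6.19%) were lower and 155 (4.38%) higher by 1.5-fold, or 6.43% ± 2.80 and 5.44% ± 0.806 within replicate numbers (SD, n = 4). Restriction to genes with under 0.1 TPM of maternal transcript moved the share lower to 24.0% and a threshold of 2-fold to 1.33%, intron counts raised the share higher to 10.8%, and at stage 11+ alone 11.3% were lower.

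**Figure D4:**
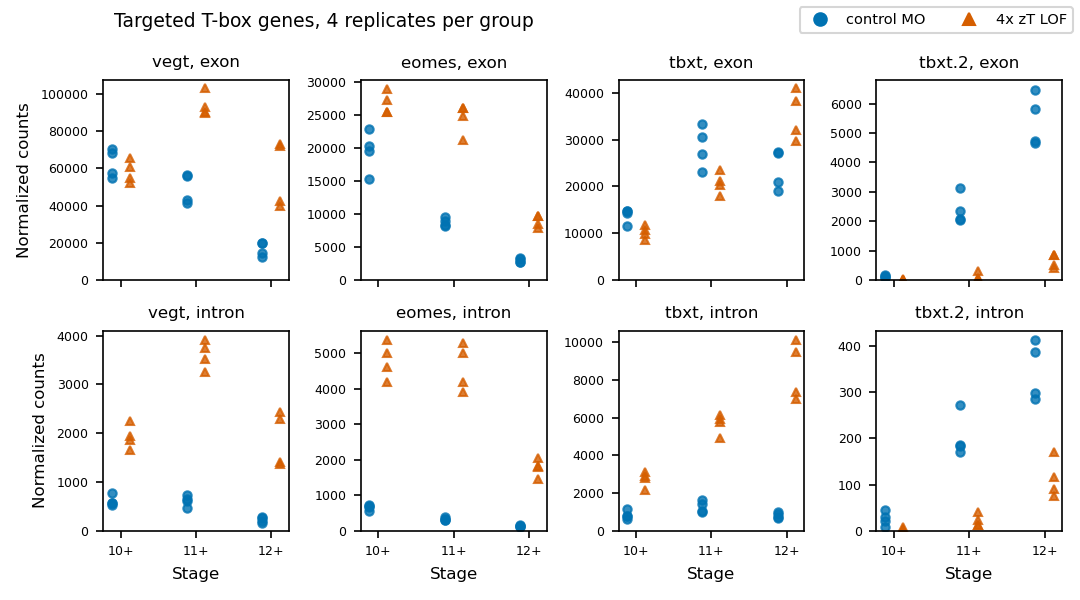
Normalized exon counts (top) and intron counts (bottom) of the 4 targeted T-box genes in each library (y axis, each panel on its own scale) at stages 10+, 11+ and 12+ (x axis), with control MO as circles and 4x zT LOF as triangles, 4 replicates per group. Only tbxt.2 is lower in 4x zT LOF in both kinds of count, while the intron counts of the other 3 genes are higher in all 12 pairs.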

The LOFs of four zygotic T-box TFs (zVegT, Eomes, Tbxt, and Tbxt.2), all of which require Nodal signaling for their expression, caused slight mis-regulation in 19% (∼9% down and ∼10% up) of the zygotic genes as detected over three consecutive developmental time points during gastrulation (Table S3). Among the ZGA-enriched biological functions (Figure 1D), Wnt, Nodal, and BMP signals, like maternal Pou5f3/Sox3 and VegT, strongly affected zygotic genes associated with cell migration, gastrulation, dorsoventral and antero-posterior body axes formation, and regionalization (Figure 2D). Impaired tissue movements during gastrulation, as observed in various LOFs (Figure 2B and Video S1), was prefigured by a strong enrichment for cell migration-associated genes. The genes suppressed or unaffected by the selected signals and maternal TFs were enriched for the ZGA-critical biological processes of mRNA metabolism and translation. For instance, the transient activation of the entire zinc finger cluster (Figure S2A) was not affected by any tested LOF. 

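The zinc finger cluster was taken as the 20 genes numbered in Fig. S2A, 18 of which have coordinates in Table S2, on scaffold 6 of genome assembly v7.1 from 141338519 to 141649751. All 20 had at least 10 normalized counts in every control library at stage 9+, which lies after the MBT. These genes are close paralogs, between which the counting could have split reads, so single genes of the cluster are uncertain. None was lower by 1.5-fold in any of the 7 signal LOFs. The median of the cluster was 96.5% of control in BMP LOF, 103% in Nodal LOF and 106% in Nodal/BMP LOF. It was 125.9% in Wnt LOF, 128.8% in Wnt/BMP LOF, 121% in Wnt/Nodal LOF and 122% in Wnt/Nodal/BMP LOF. In Wnt LOF the median was 169%, 113% and 103% in replicates 1, 2 and 3, or 128.7% ± 35.6 (SD, n = 3). One gene, znf3 (Xetro.F01956), stood above 1.5-fold at 157% in Wnt LOF, 151% in Wnt/BMP LOF and 151% in Wnt/Nodal/BMP LOF, without a call (adjusted p = 0.805, 0.681 and 0.672 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block edgeR's quasi-likelihood test called it in each (adjusted p = 0.00121, 0.00192 and 0.00106). Xetro.F01957 was called without the block in Wnt/BMP LOF, Wnt/Nodal LOF and Wnt/Nodal/BMP LOF, at 141.7%, 135.4% and 141.2% of control (adjusted p = 0.0394, 0.0698 and 0.0260 from edgeR's quasi-likelihood test). No gene of the cluster was called in the other 4 LOFs, where the number with an unadjusted p under 0.05 was 0 in BMP LOF, 0 in Nodal LOF, 1 in Nodal/BMP LOF and 4 in Wnt LOF. The block raised the number called to 3 in Wnt LOF, 6 in Wnt/BMP LOF, 2 in Wnt/Nodal LOF and 3 in Wnt/Nodal/BMP LOF, all higher. The LOFs of maternal TFs named beside these are not analysed here.

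**Figure D5:**
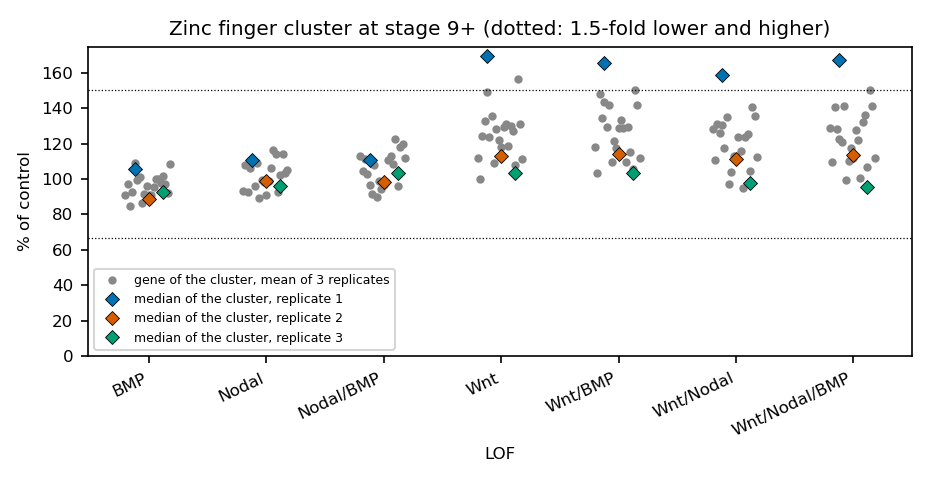
Transcript level in percent of control (y axis) of each gene of the zinc finger cluster (grey dots, means of 3 replicates) and the median of the cluster in each replicate number (diamonds) in the 7 signal LOFs (x axis) at stage 9+, with dotted lines at a fall and a rise of 1.5-fold. No gene lies under the lower line, and replicate 1 lies highest in the LOFs with the β-catenin MO, at 169% in Wnt LOF.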

Because family members are frequently cross-regulated, and the MBT-staged chromatin contains many Krüppel-like zinc finger “footprints” (Gentsch et al., 2018b), it is conceivable that the unaffected, tissue-nonspecific part of ZGA is regulated by maternal zinc finger TFs. This vertebrate gene regulatory branch may be more ancient than that of Pou5F/SoxB1 as zinc finger TFs like Zelda are also key to ZGA of the invertebrate *Drosophila* (Liang et al., 2008).

Video S1. Quadruple LOF of Zygotic T-box TFs, Related to Figure 2 Simultaneous filming of the vegetal (top row) and animal (bottom row) hemisphere of 4x zT LOF (labeled as T-box KD in the video) (left) and control (right) embryos from early gastrula to mid-tail bud stage.

Next, signal-dependent ZGA was resolved in time and space based on (1) the profiling of RNAPII-engaged chromatin from the 32-cell stage to the MBT and (2) known gene expression patterns along the animal-vegetal and dorsoventral axes (Blitz et al., 2017) (Figures 2E and S2B–S2F). In line with the nuclear translocation of their signal mediators (Figure 2A), Wnt, Nodal, and BMP proved to be required for gene activation in different spatiotemporal domains of the early embryo: β-catenin was needed for ∼87% and ∼46% of genes preferentially expressed on the dorsal side and in the VH/MZ, respectively. 

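Regional expression was read from the animal-vegetal and dorsoventral ratios in Table S3, of which 1845 of the 3,315 genes were available, so the shares are descriptive. With a threshold of 3-fold, 53 genes were preferentially expressed on the dorsal side, of which 51 were measured at stage 9+, and 198 in the VH/MZ, of which all but 5 were. Wnt LOF lowered 40 dorsal genes (78.4%) by 1.5-fold, or 75.8% ± 6.89 within replicate numbers (SD, n = 3). It lowered 95 genes of the VH/MZ (49.2%), or 50.1% ± 10.6 within replicate numbers. Among the 1752 measured genes with uniform levels across the dorsoventral axis the share was 7.13%, and 4.38% without replicate 1. When an adjusted p of at most 0.1 was required as well, which moved these shares most, 40.4% of the dorsal genes and 13.1% of those of the VH/MZ were counted. The largest falls of genes with a symbol were in frzb2 (Xetro.D02269), in chrd and in sia1 (Xetro.K00673). In Wnt LOF all 3 libraries held at most 1 count of frzb2 or sia1, so frzb2 was at least 235-fold lower and sia1 at least 135.99-fold lower. The calls of both rested on replicate 2, and that of sia1 was also lost with intron counts. The largest rises were in junb (Xetro.F01615), szl and foxi4.2. For junb the log2 fold change was 3.51 (standard error 0.77, adjusted p = 0.0309 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call was lost whichever replicate was left out (1.58 without replicate 1). For foxi4.2 it was 1.59 (standard error 0.39, adjusted p = 0.0652 from edgeR's quasi-likelihood test), with the call lost without replicate 2 (1.61) or replicate 3 (1.196).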

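In Wnt LOF nodal3.1 (Xetro.N00176, scaffold 3 of genome assembly v7.1, 5716071 to 5718957) fell from 1325 ± 610 normalized counts in the control to 2.86 ± 1.47 (SD, n = 3). This left 0.216% of the control level, or 0.224% ± 0.0806 within replicate numbers (SD, n = 3). The log2 fold change was -8.79 (standard error 1.096, adjusted p = 0.000296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn the adjusted p from edgeR's quasi-likelihood test lay between 0.00147 and 0.174, and the call was lost without replicate 2, where the log2 fold change was -8.56. The gene has close paralogs, between which the counting could have split reads. For sia2 (Xetro.K00672, scaffold 40, 14308 to 15547) the depth was low, with 29.2 ± 33.4 normalized counts in the control (SD, n = 3). No Wnt LOF library held more than 1 count, so sia2 was at least 9.94-fold lower (adjusted p = 0.0266 from edgeR's quasi-likelihood test). This call was lost whichever replicate was left out, with an adjusted p from 0.171 to 0.644 in edgeR's quasi-likelihood test.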

Some of its target genes like *nodal3.1* and *sia2* were already active by the 32-cell stage (Figures 1C and 2E). 

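On the dorsal side, chrd (Xetro.E00181, scaffold 5 of genome assembly v7.1, 10679067 to 10694327; dorsoventral ratio 6.95 on the log2 scale in Table S3) fell in Wnt LOF from 9665 ± 2006 to 8.42 ± 6.52 normalized counts (SD, n = 3). Its log2 fold change was -10.11 (standard error 1.03, adjusted p = 2.20e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call held with each replicate left out. The transcript of otx2 (Xetro.H01645, scaffold 8, 83088234 to 83091189) fell from 6584 ± 2057 to 80.9 ± 52.2 (SD, n = 3), a log2 fold change of -6.32 (standard error 0.82, adjusted p = 0.000246 from edgeR's quasi-likelihood test). Without replicate 2 the log2 fold change of otx2 was -7.03 and its call was lost (adjusted p = 0.156 from edgeR's quasi-likelihood test). On the ventral side, szl (Xetro.C01869, scaffold 3, 100185099 to 100187841; dorsoventral ratio -6.96) rose from 952 ± 503 to 5963 ± 2531 (SD, n = 3). This was 627% of control, with 204%, 850% and 1497% in replicates 1, 2 and 3. Its log2 fold change was 2.65 (standard error 0.64, adjusted p = 0.0609 from edgeR's quasi-likelihood test), and the call was lost whichever replicate was left out, with log2 fold changes from 2.13 to 3.45. The counts of id2 (Xetro.E00391, scaffold 5, 26745089 to 26748879; dorsoventral ratio -1.32) went from 2448 ± 408 to 3349 ± 564 (SD, n = 3), or 136.8% of control, with 201%, 120% and 106% in replicates 1, 2 and 3. Its log2 fold change of 0.45 was not called (standard error 0.23, adjusted p = 1 from edgeR's quasi-likelihood test) and was 0.17 without replicate 1. By 1.5-fold, 11 of the 22 measured ventral genes of Table S3 (50%) were higher in Wnt LOF, or 51.5% ± 29.2 within replicate numbers (SD, n = 3), and 27.3% were higher without replicate 3.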

On Wnt LOF, the early transcriptional down-regulation was followed by the mis-regulation of opposing cell fate specifiers: the up-regulation of ventral genes (e.g., *id2*, *szl*) and the down-regulation of dorsal genes (e.g., *chrd*, *otx2*). These observations suggest that β-catenin protects dorsal cells from ventralization (Figures 2E and S2C).

Along similar lines, Nodal LOF embryos predominantly displayed a down-regulation of dorsal (∼63%) and VH/MZ-specific (∼73%) genes, although there was no effect of Nodal LOF on the earliest-activated genes at the 32-cell stage or on opposing cell fate regulators (Figures S2A and S2B). 

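Nodal LOF lowered 30 of the 51 measured dorsal genes (58.8%) and 64.2% of those of the VH/MZ by 1.5-fold at stage 9+. Within replicate numbers the shares were 56.9% ± 7.84 and 61.3% ± 4.90 (SD, n = 3). With an adjusted p of at most 0.1 required as well, the shares were 22.6% and 21.7%. Of the 23 measured genes that Table S2 lists from the 32-cell stage, 0 were lower and 0 were higher by 1.5-fold. Transcripts of nodal3.1 stood at 70.3% of control, or 72.0% ± 8.25 within replicate numbers (SD, n = 3), a log2 fold change of -0.51 (standard error 0.70, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 29.2 counts in the control, the level of sia2 was not resolved: its log2 fold change was 0.08 (standard error 0.84), with -0.33 without replicate 1 and 1.02 without replicate 3. Among ventral genes 1 of 22 (4.55%) was higher, with 9.09% without replicate 3, and 2 of the 51 dorsal genes (3.92%) were. Transcripts of otx2 stood at 2.39% of control (log2 fold change -5.39, standard error 0.78, adjusted p = 0.00240 from edgeR's quasi-likelihood test), a call lost without replicate 2 or 3 (adjusted p up to 0.369). Those of chrd stood at 16.0% (log2 fold change -2.64, standard error 0.68, adjusted p = 0.125 from edgeR's quasi-likelihood test), which became a call with the replicate number as a block (adjusted p = 0.00811), from intron counts (0.000504) and without replicate 3 (0.0390).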

Among the first genes to be sensitive to Nodal LOF was the MZ-specific FGF ligand *fgf20*, activated by the 128-cell stage (Figures 1C, S2A, and S2B). By contrast, BMP LOF caused a decrease in ventrally expressed gene expression (∼45%) from the 1,024-cell stage onward (Figures S2A and S2C).

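The counts of fgf20 (Xetro.A03016, scaffold 1 of genome assembly v7.1, 181765393 to 181769742; animal-vegetal ratio -3.82 on the log2 scale in Table S3, vegetal) fell in Nodal LOF from 316 ± 15.2 to 117 ± 45.5 (SD, n = 3). This was 37.0% of control, with 33.1%, 55.1% and 23.9% in replicates 1, 2 and 3. The fall was larger than the spread between replicates, but the log2 fold change of -1.44 was not called (standard error 0.57, adjusted p = 0.851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Wnt LOF 33.7% of the control level was left (adjusted p = 0.474 from edgeR's quasi-likelihood test). Wnt/Nodal LOF left 8.02%, a log2 fold change of -3.63 (standard error 0.63, adjusted p = 0.00241 from edgeR's quasi-likelihood test), although without replicate 3 the log2 fold change was -3.30 and the adjusted p 0.103. Among the 112 measured genes that Table S2 lists from the 128-cell stage, 14 (12.5%) were lower by 1.5-fold in Nodal LOF, 7 of them with an adjusted p of at most 0.1 in edgeR's quasi-likelihood test.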

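BMP LOF lowered 12 of the 22 measured ventral genes (54.5%) by 1.5-fold, or 51.5% ± 13.9 within replicate numbers (SD, n = 3), and raised 0. Among dorsal genes 5 of 51 (9.80%) were lower, and 17.3% without replicate 2. With a regional ratio of 2-fold in place of 3-fold the ventral share was 35.7%. In the fit without the replicate block, edgeR's quasi-likelihood test called no gene of any region in BMP LOF. On this fit 0% of the ventral genes were lower when an adjusted p was required. With the replicate number as a block the test called 7 genes of all tested. Genes of all regions were also split by the stage from which Table S2 lists them. Of these, 2 of 23 genes (8.70%) were lower from the 32-cell stage, 4 of 112 (3.57%) from the 128-cell stage, 62 of 1795 (3.45%) from the MBT and 28 of 848 (3.30%) in the list between these 2 stages. Simulated unchanged groups had 3.18% of genes lower on average without the pairing and 0.354% with it. The shares by stage thus do not show when a dependence on BMP begins. Transcripts of ventx1.1 (Xetro.G00466, scaffold 7 of genome assembly v7.1, 21496168 to 21498394) fell from 6407 ± 2450 to 3020 ± 1026 (SD, n = 3), 47.1% of control. The log2 fold change of ventx1.1 was -1.09 (standard error 0.25, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an adjusted p of 0.160 when the replicate number was a block. In BMP LOF szl stood at 36.5% of control (log2 fold change -1.46, standard error 0.63, adjusted p = 1 from edgeR's quasi-likelihood test). Both were lower in 3 of 3 replicates. A time score of each library as a covariate, chosen after seeing the data, gave 4 calls in BMP LOF. One was ventx1.1 (log2 fold change -0.89, adjusted p = 0.0638 from edgeR's quasi-likelihood test with the score).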

As a comparison, the ubiquitous expression of maternal Pou5f3/Sox3 was required for transcription in all spatiotemporal domains, including, for example, the uniform expression of miR-427 (Figures S2A and S2D). The requirement for Pou5f3/Sox3 was more marked, however, for region-specific genes, in particular those expressed within animal- (∼55%) and ventral-specific (∼67%) domains (Figures S2A and S2D). The maternal TF VegT promoted vegetal identity by activating ∼40% of genes transcriptionally enriched within its own expression domain, the vegetal hemisphere, while suppressing genes that are expressed in the animal hemisphere like *foxi4.2*. The requirement for VegT was similar in ventral- and dorsal-specific genes (∼31% and ∼30%, respectively).

### Wnt/BMP Synergy Enables Uniform ZGA across the Dorsoventral Axis

The relationships between inductive signals with respect to spatial aspects of ZGA were explored by comparing zygotic transcriptomes in single and double LOF experiments. 

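A synergy factor was computed with the authors' formula. It is the loss of a gene in a double LOF divided by the sum of its losses in the single LOFs. A factor above 1 thus means that the double LOF removed more than both single LOFs together. A loss cannot exceed the whole control level. Where the single losses together exceed that level, the factor is below 1 by construction, so a median below 1 does not exclude synergy. How many genes this affects was not counted. The losses were taken from mean normalized exon counts at stage 9+ of the genes that Table S2 lists as active by the MBT. The restriction to genes lower by 1.5-fold in the double LOF and the use of exon counts alone, where the authors used exons and introns, are choices made here. The median factor was 0.811 over 266 genes for Wnt and BMP, 0.686 over 233 genes for Nodal and BMP and 0.618 over 265 genes for Wnt and Nodal. Within replicate numbers the medians were 0.785 ± 0.148, 0.691 ± 0.0528 and 0.626 ± 0.0620 (SD, n = 3). In replicates 1, 2 and 3 they were 0.795, 0.927 and 0.632 for Wnt and BMP, 0.652, 0.751 and 0.669 for Nodal and BMP and 0.569, 0.692 and 0.617 for Wnt and Nodal. That of Wnt and BMP was thus higher than that of Wnt and Nodal in 3 of 3 replicates and higher than that of Nodal and BMP in 2 of 3. A factor above 1 was found for 50 genes (18.8%) with Wnt and BMP, 11 (4.72%) with Nodal and BMP and 21 (7.92%) with Wnt and Nodal. When genes were chosen in 2 replicate numbers and measured in the third, the Wnt-BMP median was 0.777, 0.897 and 0.564. With the single LOF percentages that the paper gives in Table S3 in place of those from the counts, a setting chosen after seeing the data, it was 1.43 over 291 genes, the largest move of this result. The departure from additivity on the log2 scale was also tested gene by gene, by edgeR's quasi-likelihood test of the interaction in the fit over 24 libraries. It called 0 of 16001 genes for each pair, with 78 genes at an unadjusted p under 0.05 for Wnt and BMP, 175 for Nodal and BMP and 144 for Wnt and Nodal. Each number is smaller than chance alone would give at that level. The test was thus conservative, and 0 calls do not exclude an interaction.

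**Figure D6:**
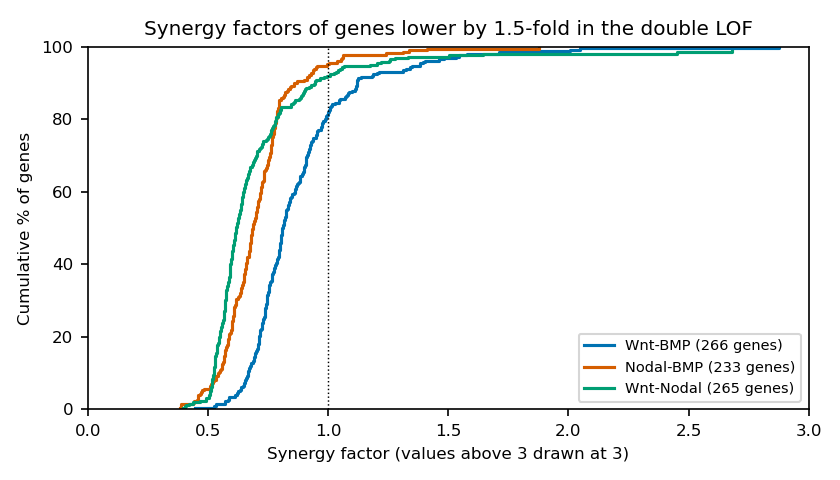
Cumulative percentage of genes (y axis) by synergy factor (x axis, values above 3 drawn at 3) for the genes lower by 1.5-fold in each double LOF at stage 9+, with a dotted line at a factor of 1. The Wnt-BMP curve lies to the right of the others, and 18.8% of its 266 genes lie above 1.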

Interestingly, simultaneous loss of both Nodal and BMP function or both Nodal and Wnt caused additive effects on gene expression compared with the single LOFs (Figures 3E and S3A–S3N), whereas simultaneous loss of both BMP and Wnt signaling showed a more synergistic effect (Figures 3A and 3F). These observations are consistent with the morphological consequences of single and double LOFs (Figure 2B). 

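Of the 2778 measured genes active by the MBT, 214 were lower by 1.5-fold in Wnt LOF, 96 in BMP LOF and 54 in both. Both LOFs were compared with the same 3 control libraries, so chance values of the control are shared. In 100 simulated draws with the Wnt group at its measured means and an unchanged BMP group, both against these controls and without the pairing of the libraries, 41.1 genes on average and at most 59 were lower in both, and 3 draws reached 54. The overlap was 140, 21 and 58 genes in replicates 1, 2 and 3, or 73 ± 60.9 (SD, n = 3). It was 21 without replicate 1 and 90 without replicate 2, where BMP LOF alone lowered 60 and 153 genes. Without replicate 1, 100 of 100 draws without the pairing reached 21, with 56.22 shared genes on average. Fold changes taken within replicate numbers as a block were a setting chosen after seeing the data. They gave an overlap of 43 of 82 genes lower in BMP LOF. Draws of the same kind with the block shared 3.82 genes on average and at most 9. The BMP group of these draws held only 9.86 lower genes on average, so they could hardly reach the observed overlap and do not decide. Further settings chosen after seeing the data gave 50 of 114 genes from intron counts and 6 of 17 at 2-fold. With an adjusted p required it was 0, since no gene was called in BMP LOF, where 217 genes of all tested had an unadjusted p under 0.05. In the paper's own Table S3 percentages, over the 1845 genes that could be read, 27 genes are lower in BMP LOF, of which 1 is also lower in Wnt LOF.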

Single LOF experiments revealed very little overlap between Wnt and BMP gene targets (Figure 3B), a result consistent with their domains of activity that are, initially, at opposite ends of the dorsoventral axis. However, dual Wnt/BMP inhibition increased the number of down-regulated genes by 292, a rise of ∼118% and ∼664% with respect to individual Wnt- and BMP-dependent genes, respectively (Figure 3B). 

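In Wnt/BMP LOF 266 of the genes active by the MBT were lower by 1.5-fold, 55 of them in neither single LOF. These 55 genes equal 25.7% of the genes lower in Wnt LOF and 57.3% of those lower in BMP LOF. Within replicate numbers there were 80.3 ± 51.6 such genes (SD, n = 3), with 68 in replicate 2 and 36 in replicate 3. Their number was 109 without replicate 3, which equals 42.2% of the genes lower in Wnt LOF and 102% of those lower in BMP LOF. Settings chosen after seeing the data gave 96 genes from intron counts (53.0% and 84.2%), 62 with the replicate number as a block (28.8% and 75.6%), 64 with no minimum (26.1% and 55.2%) and 43 at 2-fold (31.2% and 253%). By the first fold changes 45 genes were lower in a single LOF but not in Wnt/BMP LOF. Wnt/BMP LOF was also set against Wnt LOF directly, both of which carried the β-catenin MO. No gene was lower and 1 was higher at an adjusted p of at most 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 271 genes, again fewer than chance alone would give. With the replicate number as a block 13 genes were lower and 7 higher.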

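Among the 55 genes that were lower in Wnt/BMP LOF and in neither single LOF, 29 (52.7%) were also lower in Nodal LOF, or 28.3 ± 14.05 genes within replicate numbers (SD, n = 3). Without replicate 3 this share was 33.9%. Of all 2778 measured genes 230 were lower in Nodal LOF. Regional ratios could be read for the part of these genes in Table S3, a list chosen after seeing the data. There, 28 genes were lower in Wnt/BMP LOF alone, and 14 of them also in Nodal LOF. All 28 had uniform levels across the dorsoventral axis, as did 1769 (95.9%) of the 1845 genes. Along the animal-vegetal axis 14 of the 28 (50%) and 7 of the 14 differed by 3-fold, against 540 (29.3%) of the 1845. The median absolute animal-vegetal ratio was 1.54 on the log2 scale for the 28 genes, 2.17 for the 14 and 0.73 for all.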

Interestingly, this synergy affected 166 Nodal-dependent genes, most of which had uniform expression levels across the dorsoventral axis and differential expression levels across the animal-vegetal axis (Figures 3C, 3D, 3F–3H, 3J, and 3K). Thus, spatially restricted Wnt, BMP, and Nodal signals act together to establish dorsoventral expression uniformity of genes such as *tbxt* and *eomes* (Figure 3I).

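For tbxt the control held 15710 ± 6670 normalized counts at stage 9+ (SD, n = 3). Wnt LOF left 44.8% of this level, BMP LOF 74.4% and Wnt/BMP LOF 34.6%. In replicates 1, 2 and 3 it went from 14.1%, 72.6% and 77.1% in Wnt LOF to 5.41%, 51.4% and 77.9% in Wnt/BMP LOF, or 44.9% ± 36.7 (SD, n = 3), and so was lower in the double than in the Wnt LOF in 2 of 3. The log2 fold change of tbxt in Wnt/BMP LOF was -1.53 (standard error 0.62, adjusted p = 0.474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.67 without replicate 1. In Nodal LOF 32.8% was left (log2 fold change -1.61, standard error 0.62, adjusted p = 0.803 from edgeR's quasi-likelihood test). The dorsoventral ratio of tbxt in Table S3 is -0.44 on the log2 scale. For eomes the control held 19214 ± 1289 counts (SD, n = 3), of which 56.1% were left in Wnt LOF, 81.8% in BMP LOF, 42.8% in Wnt/BMP LOF and 13.5% in Nodal LOF. In Wnt/BMP LOF the log2 fold change of eomes was -1.23 (standard error 0.50, adjusted p = 0.470 from edgeR's quasi-likelihood test), and with the replicate number as a block it was called (adjusted p = 0.0324). In Nodal LOF it was -2.89 (standard error 0.53, adjusted p = 0.0154 from edgeR's quasi-likelihood test), a call lost without replicate 2 (-3.15) or replicate 3 (-2.62), with an adjusted p up to 0.582. Both genes were lower in 3 of 3 replicates in each of these 4 LOFs. In situ hybridization was not analysed here.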

**Figure 3:**
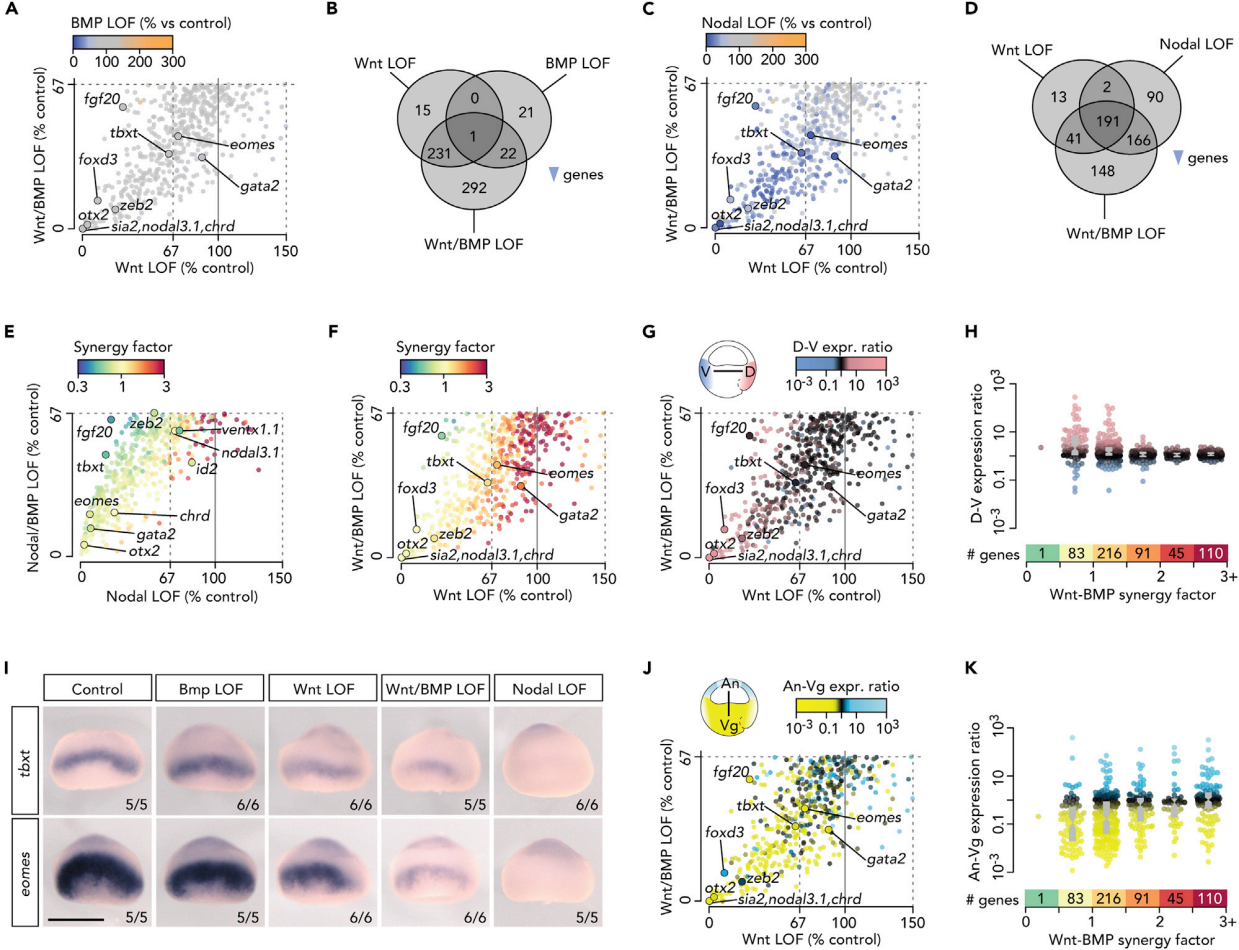
Uniform Gene Expression across Dorsoventral Axis Achieved by Wnt/BMP Synergy (A, C, E, F, G, and J) Scatterplots of relative (% to control) transcript levels between indicated LOFs with each dot (gene) color-coded according to a third attribute: (A and B) relative (% to control) transcript levels, (E and F) synergy factors between single inductive signals, and (G and J) regional expression ratios between opposite ends of the indicated axis. (B and D) Venn diagram of down-regulated genes by indicated LOFs. (H and K) Beeswarm boxplots of regional expression (as measured along the indicated axes) depending on increased Wnt-BMP synergy. (I) Whole-mount in situ hybridization (WMISH) of *tbxt* and *eomes* transcripts under various LOFs. Control and Nodal LOF pictures are from Gentsch et al. (2018b). See also Figure S3 and Table S3.

Overall, the loss of canonical Wnt, Nodal, and/or BMP signaling caused the mis-regulation of ∼39% (∼22.1% down, ∼2.1% down/up, and ∼14.4% up) of genes activated at ZGA (Figure 4A). These signals were required for most regional ZGA on the dorsal side (∼89%) and in the VH and MZ (∼82%). 

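Over the 7 LOFs, 478 of the 2778 measured genes active by the MBT (17.2%) were lower or higher by 1.5-fold in at least 1 LOF. Of all measured genes 335 (12.1%) were only lower, 36 (1.30%) lower in one LOF and higher in another, and 107 (3.85%) only higher. Within replicate numbers 26.6% ± 8.52 were lower or higher in any LOF (SD, n = 3), with 36.2%, 20.3% and 23.1% in replicates 1, 2 and 3. The share that was only higher was 6.78% without replicate 1. Intron counts raised the share in any LOF to 28.9%. Each gene of the readable part of Table S3 was also counted on exons or on introns, whichever gave the percentages that Table S3 prints for the double and triple LOFs, a setting chosen after seeing the data. On this count 40.2% of 1845 genes were lower or higher in any LOF, the largest move of any setting, with 23.4% only lower, 2.82% both and 13.9% only higher.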

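Of the 51 measured genes preferentially expressed on the dorsal side 42 (82.4%) were lower by 1.5-fold in at least 1 signal LOF, as were 67.9% of those in the VH/MZ. Within replicate numbers the shares were 81.0% ± 5.99 and 71.5% ± 0.518 (SD, n = 3). Of the 1752 genes with uniform levels across the dorsoventral axis 13.7% were lower. A LOF in which the fall also had an adjusted p of at most 0.1 was found for 63.5% of the dorsal genes and 48.5% of those in the VH/MZ.

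**Figure D7:**
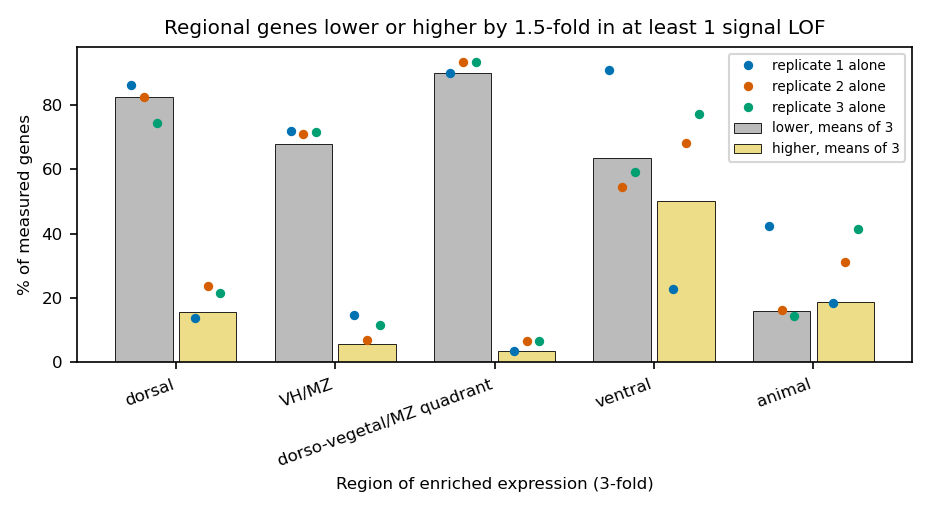
Percentage of measured genes (y axis) with expression enriched by 3-fold in each region (x axis) that were lower (grey) or higher (yellow) by 1.5-fold in at least 1 signal LOF at stage 9+. Bars use the means of 3 libraries and dots use each replicate number alone, and the grey bars run from 16.0% for animal genes to 90% for the dorso-vegetal/MZ quadrant.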

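The readable part of Table S3 held 30 genes enriched by 3-fold in both the dorsal and the vegetal direction, all of them measured at stage 9+. Of these, 27 (90%) were lower by 1.5-fold in at least 1 signal LOF and 1 (3.33%) was higher. Within replicate numbers the share lower was 92.2% ± 1.92 (SD, n = 3). Wnt LOF alone lowered 26 genes and Nodal LOF alone 26, while BMP LOF lowered 5 (16.7%, and 30% without replicate 2). With an adjusted p required 83.3% were lower.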

Notably, their input affected virtually all genes (∼98%, 56/57) with enriched expression in the dorso-vegetal/MZ quadrant (Figures 4B and 4C). Thus, Wnt, Nodal, and BMP substantially contribute to regional ZGA in most anatomical domains of the early gastrula embryo with the exception of animally enriched transcription (∼19%). 

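Among the 338 measured genes with animally enriched expression, 54 (16.0%) were lower by 1.5-fold in at least 1 signal LOF. Within replicate numbers the share was 42.3%, 16.3% and 14.2%, or 24.3% ± 15.7 (SD, n = 3), so replicate 1 stands apart from the others by more than they differ. A threshold of 2-fold left 6.21%, and 2.05% also had an adjusted p of at most 0.1.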

Animal- and ventral-specific gene expression relies strongly on both activation by ubiquitous maternal TFs (e.g., Pou5f3/Sox3) and on repression by signals (Figures 4B and 4D) and other maternal TFs (e.g., VegT) on the opposite side (Figure S2F).

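Rises were counted in the same way: 63 of the 338 animal genes (18.6%) were higher by 1.5-fold in at least 1 signal LOF, or 30.3% ± 11.6 within replicate numbers (SD, n = 3). The share was 32.6% without replicate 1 and 5.92% at 2-fold. Nodal/BMP LOF raised 45 animal genes (13.3%), more than any other LOF by these means. Of the 22 measured ventral genes 11 (50%) were higher in at least 1 LOF, with 31.8% when replicate 3 was left out, and 14 (63.6%) were lower in at least 1. With an adjusted p required the shares higher were 2.92% of the animal and 8.70% of the ventral genes. Among dorsal genes 8 of 51 (15.7%) were higher.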

**Figure 4:**
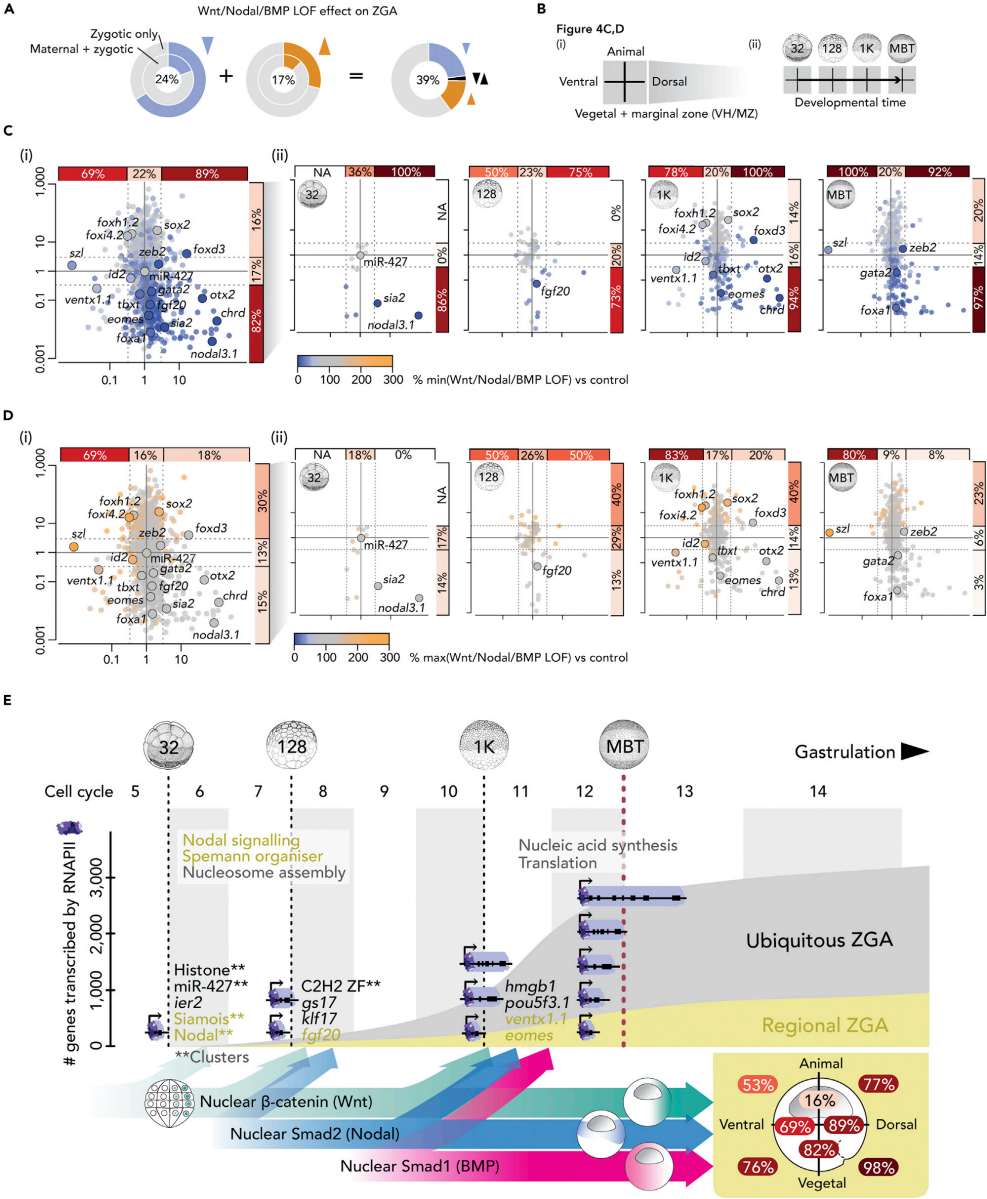
Canonical Wnt, Nodal, and BMP Signals Induce the Majority of Regional ZGA (A) Total percentage of active (zygotic only and maternal-zygotic) genes mis-regulated by Wnt, Nodal, and/or BMP LOF. (B) Graphical explanations of figure panels (C) and (D). (C and D) Summary (i) and temporal resolution (ii) of minimal (C) and maximal (D) transcript levels of active genes (separated by regional expression along the primary body axes) detected among Wnt, Nodal, and/or BMP LOFs. Percentages only refer to the down-regulated (C) or up-regulated (D) genes among all zygotic genes with the same range of expression ratios along the animal-vegetal or dorsoventral axes. (E) Exponential activation of gradually longer genes before the MBT (bulk ZGA) when cell divisions occur at rapid and nearly constant intervals (∼20 min at 28°C). Sequential induction of the canonical Wnt, Nodal, and BMP pathway is critical to high percentages of regional ZGA (as measured along the two primary body axes within the indicated halves and quadrants of an early gastrula embryo): e.g., ∼89% or ∼98% of gene expression enriched in the dorsal half or vegetal-dorsal quadrant, respectively.

## Discussion

Our study provides two major insights into the mechanisms by which ZGA is initiated in time and space in *X. tropicalis*. The first concerns the temporal aspects, where we find that RNAPII can be detected across gene bodies well before the MBT, during the period when rapid synchronous cell divisions divide the zygote into 4,096 blastomeres (Figure 4E). The average length of genes covered by RNAPII grows during this time, from ∼1 kb at the 32-cell stage to ∼6 kb at the 1,024-cell stage; these figures compare with an average size of ∼16 kb for maternally expressed genes and for genes expressed after the MBT. Recent long-read sequencing of the zebrafish transcriptome at pre-MBT stages identified transcripts as long as 8 kb spanning multiple pri-miR-430 elements (Nudelman et al., 2018). Furthermore, RNAPII elongation in pre-MBT *Drosophila* embryos occurred at rates of 2.4–3.0 kb/min (Chen et al., 2013, Fukaya et al., 2017).

We do not know why RNAPII, despite its high abundance and its ability to promote rapid elongation, is restricted at early stages from transcribing more genes and longer genes. It may, perhaps, be a consequence of the gradual nature of the chromatin remodeling that occurs during these stages, from the accessibility of *cis*-regulatory elements (Gentsch et al., 2018b, Liu et al., 2018, Lu et al., 2016, Wu et al., 2016) to the spatial organization of an initially unstructured or highly variable chromatin landscape (Du et al., 2017, Flyamer et al., 2017, Hug et al., 2017, Kaaij et al., 2018, Ke et al., 2017). Whatever the reason, the increase of elongated RNAPII engagement between the 128-cell stage and the MBT indicates that a significant component of ZGA disregards the N/C ratio that was originally thought to underlie the onset of transcription at the MBT (Newport and Kirschner, 1982b). Similar conclusions have been drawn from profiling the zygotic transcriptome of haploid *Drosophila* (Lu et al., 2009) and cell-cycle-arrested zebrafish (Chan et al., 2018). Thus, it is becoming clear from work in flies, fish, and frogs that ZGA starts before the MBT and accelerates thereafter (Ali-Murthy et al., 2013, Collart et al., 2014, Mathavan et al., 2005, Owens et al., 2016, Tan et al., 2013), reaching a peak at the MBT (reviewed by Jukam et al., 2017 and Langley et al., 2014).

These observations notwithstanding, it remains possible that cell cycles do contribute to the temporal progression of ZGA and the exponential increase in the number of activated genes before the MBT. In particular, cell cycles may accelerate chromatin remodeling by displacing suppressors in mitotic chromatin and providing unique access to TFs (Halley-Stott et al., 2014) and structural proteins of high-order chromatin (Ke et al., 2017). For example, maternal core histones have been shown to prevent premature ZGA by competing with specific TFs (Joseph et al., 2017).

In addition to the small sizes of the earliest activated genes, we observed that most of these genes, which have no or few introns, code for groups of related factors like histones or zinc finger TFs and that they appear as clusters spanning up to several hundred kilobases. This is in line with previous findings of the earliest active multicopy and intron-poor genes like miR-427 and *nodal5/6* in *Xenopus* embryos (Collart et al., 2014, Lund et al., 2009, Owens et al., 2016, Skirkanich et al., 2011, Takahashi et al., 2006, Yanai et al., 2011, Yang et al., 2002) and miR-430 in zebrafish and Medaka fish (Giraldez et al., 2005, Heyn et al., 2014, Tani et al., 2010). The number and spatial proximity of clustered genes enhances transcriptional output by allowing the sharing of multiple cis-regulatory elements (arranged as super-enhancers) (Whyte et al., 2013) and by fortifying transcriptional condensates of TFs, coactivators, and RNAPII (Boija et al., 2018, Cho et al., 2018, Chong et al., 2018, Sabari et al., 2018, Shrinivas et al., 2018). Overall, based on enriched gene functions, we discovered that ZGA exerts a temporal control of gene expression from nucleosome remodeling before the MBT to protein degradation after the MBT.

Our second insight concerns spatial ZGA and the observation that we can assign a large proportion of spatiotemporal ZGA to key signaling pathways (reviewed by Arnold and Robertson, 2009 and Kimelman, 2006). Canonical Wnt, Nodal, and BMP signaling govern regional ZGA in line with the nuclear translocation of their signal mediators (Faure et al., 2000, Larabell et al., 1997, Schohl and Fagotto, 2002). Thus, Nodal signaling predominantly affects transcription within the vegetal hemisphere and marginal zone, whereas Wnt and BMP initiate transcription in dorsal and ventral regions, respectively. The timing of regional ZGA is defined by the sequential translocation of signal mediators such that nuclear β-catenin directs regional ZGA at the 32-cell stage, followed by nuclear Smad2 at the 128-cell stage and Smad1 at the 1,024-cell stage. Although Smad2-mediated signal transduction depends on the zygotic transcription of its six Nodal ligands (Faure et al., 2000, Gentsch et al., 2018b, Jones et al., 1995, Yang et al., 2002), canonical Wnt and BMP signaling are initiated by the maternally inherited ligands Wnt11 and BMP2/4/7, respectively (Faure et al., 2000, Heasman, 2006, Tao et al., 2005).

We also show that the synergy of opposing signals of the Wnt and BMP pathway affects many Nodal-dependent genes with uniform expression along the dorsoventral axis, such as *eomes* and *Brachyury* (*tbxt*). It is not yet clear whether Wnt/BMP synergy arises from joint chromatin engagement or from mutual or post-translational interactions. For instance, Wnt8a signal can enhance BMP transcriptional readouts by inhibiting the phosphorylation of GSK3, which normally targets Smad1 for degradation (Fuentealba et al., 2007). However, the analysis of *Brachyury* gene regulation in zebrafish suggests that Wnt and BMP can be integrated at a single cis-regulatory DNA element and together with a separate Nodal-responsive DNA element they can establish uniform dorsoventral expression (Harvey et al., 2010). This is further corroborated by our analysis of genome-wide chromatin engagement (Gentsch et al., 2018b): the canonical DNA recognition motif for the Wnt-associated basic helix-span-helix (bHSH) TF AP-2 was more enriched at Smad1 than at Smad2 binding sites (Figure S3O).

We therefore propose that Wnt, BMP, and Nodal signal mediators are critical to regional ZGA and that they balance initially opposing cell fate commitments. However, we have previously shown that signal integration also relies on maternal pioneer TFs like Pou5f3 and Sox3 to make signal-responsive *cis*-regulatory elements accessible for signal mediator binding. For example, Nodal-induced transcription of the *Brachyury* gene depends on the pioneering roles of maternal Pou5f3 and Sox3, and less on their transcriptional activities (Gentsch et al., 2018b).

Overall, we demonstrate that the temporal and spatial dynamics of regional ZGA are regulated by the sequential and spatially restricted translocation of Wnt, Nodal, and BMP signal mediators. These events establish the formation of the primary body axes and germ layers of the embryo. Temporal RNAPII profiling indicates that >1,000 genes of increasing length are activated before MBT and that this substantial portion of ZGA is independent of both the classic N/C ratio and of cell cycle lengthening.

### Limitations of the Study

We detected a dramatic increase in genome-wide recruitment of RNAPII over the cleavage stages during which the genome begins to be transcribed. We used within-sample normalization to scale developmental stage-specific RNAPII profiles. However, because of the large differences in total RNAPII enrichment between samples, chromatin spike-ins are now considered a more accurate method to normalize ChIP-seq profiles across consecutive developmental stages (Chen et al., 2015). We combined separate whole-embryo determinations of RNAPII engagement and transcript levels to reveal the temporal dynamics of ZGA. This approach could be improved by profiling RNAPII-associated RNA to directly couple RNAPII elongation with transcript accumulation (e.g., Churchman and Weissman, 2011). In addition, the spatial resolution of ZGA, which is based on transcriptomics of dissected embryonic parts in our study, could be enhanced by various deep single-cell profiling and super-resolution imaging technologies. We show that most regional ZGA depends on Wnt, Nodal, and BMP signals, but an important question remains: How are these signals integrated at the chromatin level to sustain RNAPII-mediated transcript elongation? In part, this could be investigated by targeted genome editing to increase our understanding of signal-responsive gene regulatory DNA.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: The Spatiotemporal Control of Zygotic Genome Activation
**Source:** iScience. 2019 Jun 11;16:485–98. doi: 10.1016/j.isci.2019.06.013
**Supplement:** Document S1. Transparent Methods, Figures S1–S3, and Table S1

**ISCI, Volume 16**

**Supplemental Information**

**The Spatiotemporal Control  
of Zygotic Genome Activation**

**George E. Gentsch, Nick D.L. Owens, and James C. Smith**

## SUPPLEMENTAL FIGURES

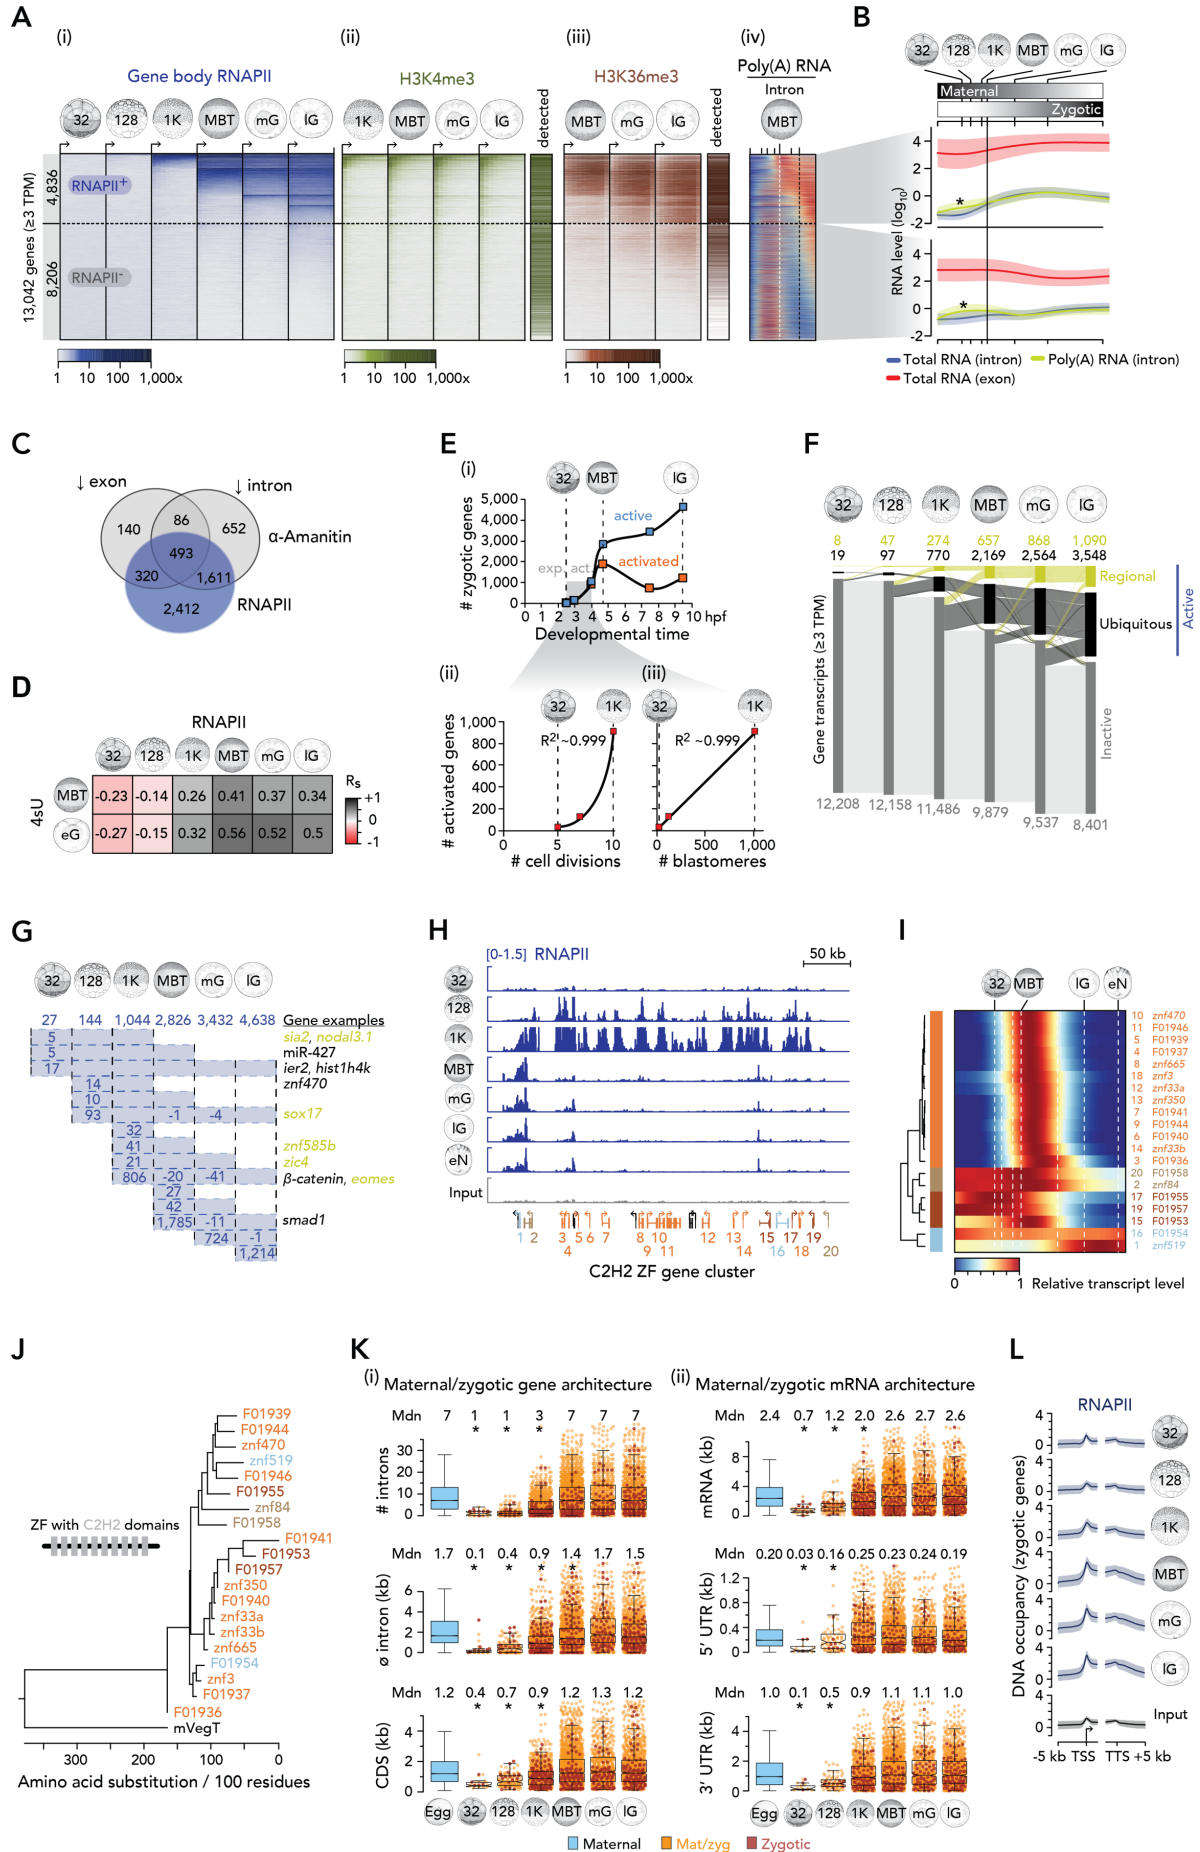

**Figure S1. Dynamics and Architecture of ZGA in *X. tropicalis*, Related to Figure 1.**

(A) Progression of ZGA from the 32-cell to the late gastrula stage based on (i) whole gene body (full-length) occupancy of RNAPII (i.e., RNAPII was enriched across entire gene bodies; see Transparent Methods). Co-aligned: Active histone marks H3K4me1 (ii) and H3K36me3 (iii) (Hontelez et al., 2015) and intronic signal from the high time-resolution profile of poly(A) RNA (iv) (Owens et al., 2016). The horizontal dotted line separates RNAPII-engaged (RNAPII<sup>+</sup>) from non-engaged (RNAPII<sup>-</sup>) genes as detected until the late gastrula stage. The vertical dotted lines in the poly(A) RNA plot indicate the developmental time points of the MBT (white) and the late gastrula stage (black), respectively.

(B) Transcript feature levels (mean  $\pm$  SD) during the maternal-to-zygotic transition. Asterisk, polyadenylation immediately after fertilization (Collart et al., 2014) transiently increased the intronic signal obtained from the poly(A) RNA samples.

(C) Venn diagram of zygotic genes detected by full-length RNAPII occupancy or reduced exonic or intronic transcript counts upon blocking RNAPII-mediated transcription with  $\alpha$ -amanitin.

(D) Pairwise Spearman's correlations ( $R_s$ ) of enrichment values resulting from RNAPII profiling and 4sU tagging to detect zygotic genes at indicated developmental stages.

(E) Plots of the number of active and newly activated genes (i) or newly activated genes versus the developmental time (i), the number of completed cell divisions (ii) or formed blastomeres (iii).

(F) Alluvial diagram of spatio-temporal ZGA including maternally inherited RNA transcripts of genes not activated by the late gastrula stage. Tissue-specificity inferred from regional transcript enrichments along the animal-vegetal or the dorso-ventral or both axes (Blitz et al., 2017).

(G) Numbers of genes with full-length RNAPII occupancy at indicated developmental stages. Examples of ubiquitously (black) and tissue-specifically (orange) expressed genes are listed to the right.

(H) RNAPII dynamics at the Cys2-His2 [C2H2] zinc finger (ZF) cluster from the 32-cell to the early neurula stage.

(I) Expression dynamics of C2H2 ZF genes normalized to maximal transcript levels recorded between fertilization and 23.5 hpf (Owens et al., 2016).

(J) Phylogenetic tree of the C2H2 ZF genes shown in (H,I). Maternal VegT (mVegT), outgroup TF of this phylogenetic tree.

(K) Beeswarm boxplots showing various metrics of the zygotic/maternal genes (i) and mRNA (ii) during ZGA. Asterisks, significant Wilcoxon rank-sum tests against maternal and post-MBT activated genes and corresponding effect sizes ( $r_{\text{effect}}$ ): # introns,  $p < 2.1 \times 10^{-13}$ ,  $r_{\text{effect}}$  0.07-0.43;  $\emptyset$  intron (kb),  $p < 7.9 \times 10^{-7}$ ,  $r_{\text{effect}}$  0.07-0.42; CDS (kb),  $p < 3 \times 10^{-7}$ ,  $r_{\text{effect}}$  0.05-0.27; mRNA (kb),  $p < 7 \times 10^{-11}$ ,  $r_{\text{effect}}$  0.06-0.32; 5' UTR (kb),  $p < 0.015$ ,  $r_{\text{effect}}$  0.03-0.15; and 3' UTR (kb),  $p < 1.4 \times 10^{-6}$ ,  $r_{\text{effect}}$  0.04-0.21.

(L) Meta-profiles (mean  $\pm$  SD) of RNAPII (separated by developmental stage) and input (negative control) densities at zygotic genes.

Abbreviations: 32, 32-cell; 128, 128-cell; 1K, 1,024-cell; MBT, mid-blastula transition; mG, mid-gastrula; IG, late gastrula; eN, early neurula; 4sU, 4-thiouridine; Mdn, median; TPM, transcripts per million.

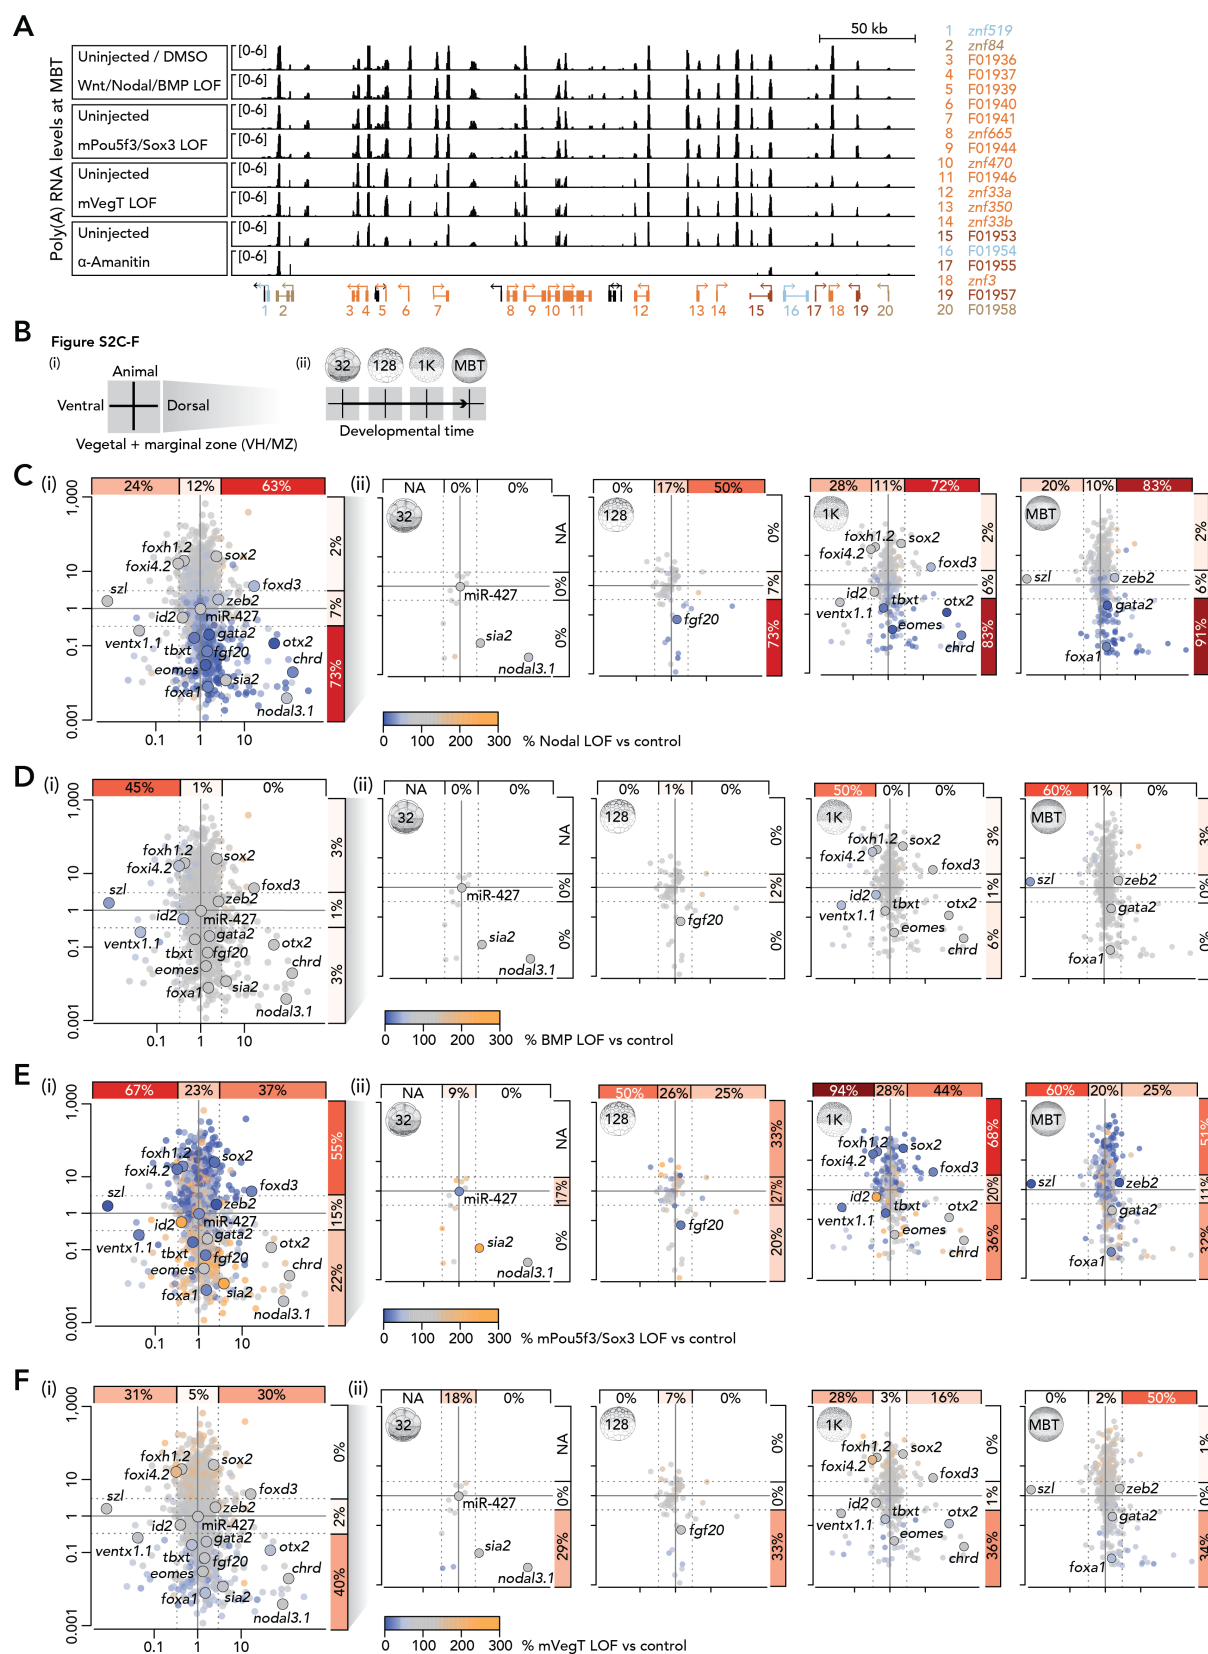

**Figure S2. Effect of Canonical Wnt, Nodal and BMP Signals on ZGA, Related to Figure 2.**

(A) Poly(A) RNA profiles of the C2H2 ZF cluster (Figure S1H) for indicated control and LOFs at the MBT.

(B) Graphical explanations of figure panels (C-F).

(C-F) Summary (i) and temporal resolution (ii) of gene mis-regulations upon the LOF of Nodal (C) or BMP (D) signaling or maternal Pou5f3/Sox3 (mPou5f3/Sox3) (E) or VegT (mVegT) (F). Percentages only refer to the down-regulated genes (by  $\geq 1/3$  compared to control expression level) among all zygotic genes with the same range of expression ratios along the animal-vegetal or the dorso-ventral axes.

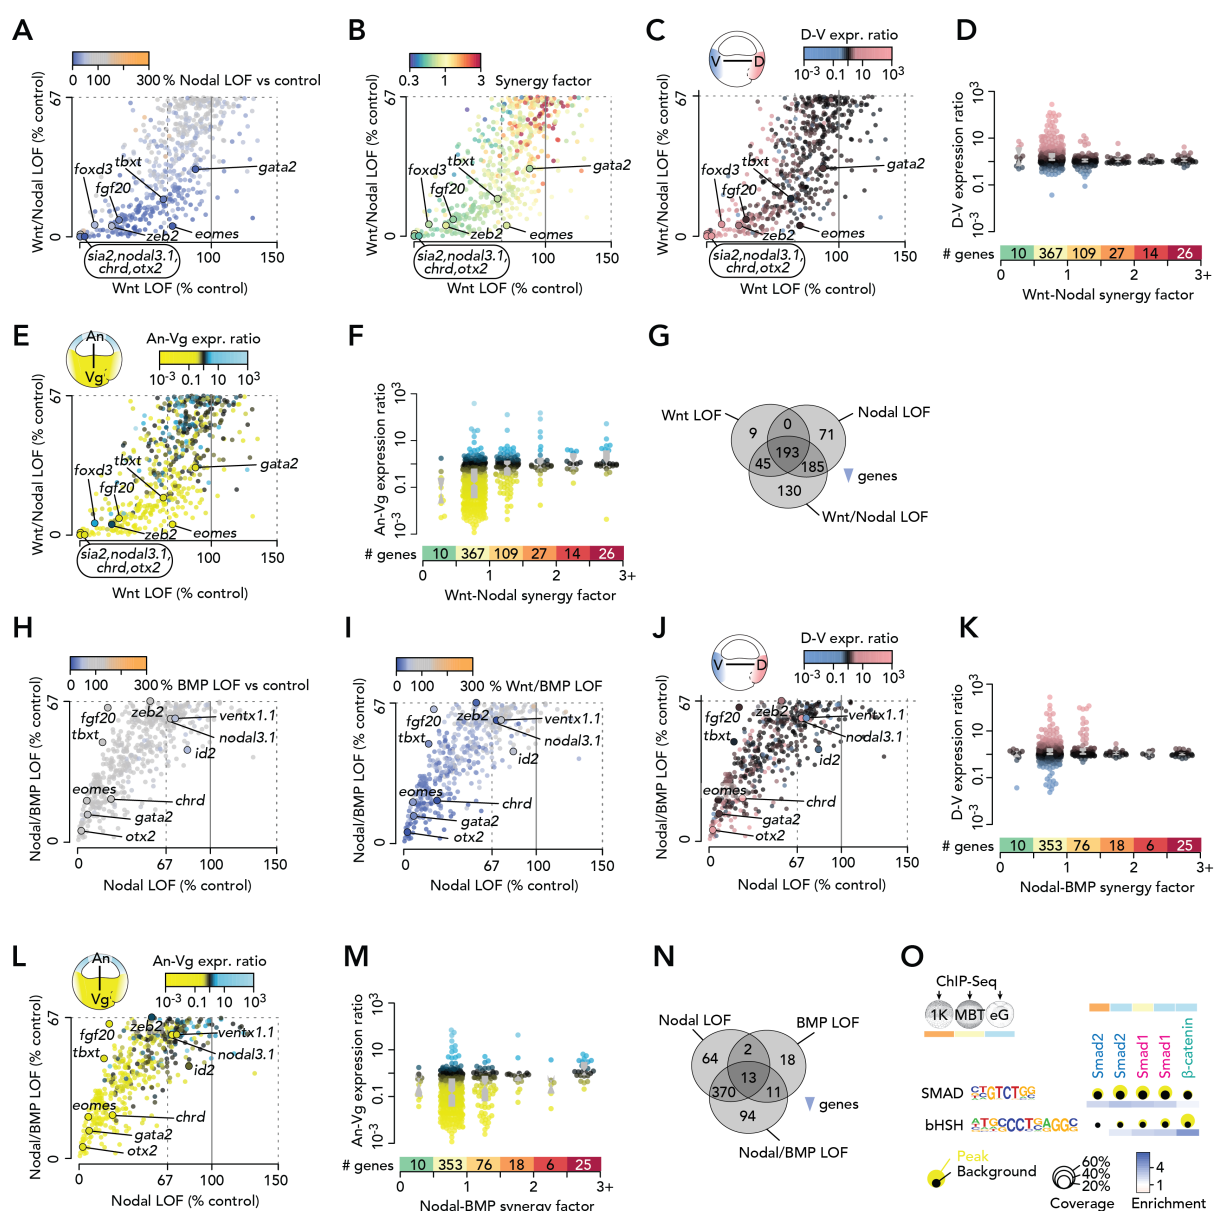

**Figure S3. Relationship between Canonical Wnt, Nodal and BMP to Control Regional ZGA, Related to Figure 3.**

(A-C,E,H-J,L) Scatter plots of relative (% to control) transcript levels between indicated LOFs with each dot (gene) color-coded according to a third attribute: (A,H,I) relative (% to control) transcript levels, (B) synergy factors between single inductive signals, and (C,E,J,L) regional expression ratios between opposite ends of the indicated axis.

(G,N) Venn diagram of down-regulated genes by indicated LOFs.

(D,F,K,M) Beeswarm boxplots of regional expression (as measured along the indicated axes) depending on increased Wnt-Nodal (D,F) or Nodal-BMP (K,M) synergy.

(O) Coverage and enrichment of Smad and  $\beta$ -catenin-associated DNA motifs (SMAD and bHSH motifs)

at endogenous binding sites of  $\beta$ -catenin, Smad1, Smad2 (Gentsch et al., 2018b) at indicated developmental stages (color-coded).

## SUPPLEMENTAL TABLES

**Table S1. Summary of Deep sequencing and Read Alignments, Related to Figure 1 and 2.**

The meta-data of ChIP-Seq, 4sU-Seq and RNA-Seq runs includes the developmental stage, condition, read type, and total and genome-aligned read numbers. \*, all rows represent manually collected biological sample: a, b and c mark biological replicates. †, library was sequenced twice. Reads were pooled from both sequencing runs. ¶, reported numbers are reads that are non-redundantly aligned to the genome assembly 7.1 with a mapping quality (MAPQ) of 10 (DNA) and 255 (RNA). NF, staging according to Nieuwkoop and Faber (1994). PE/SExx, paired-end or single-end sequencing plus read length.

## TRANSPARENT METHODS

### CONTACT FOR REAGENTS AND RESOURCE SHARING

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Xenopus tropicalis Manipulation

Standard procedures were used for ovulation, fertilization, and manipulation and incubation of embryos (Khokha et al., 2002; Sive et al., 2000). Briefly, frogs were obtained from Nasco (Wisconsin, USA). Ovulation was induced by injecting serum gonadotropin (Intervet) and chorionic gonadotropin (Intervet) into the dorsal lymph sac of mature female frogs. Eggs were fertilized *in vitro* with sperm solution consisting of 90% Leibovitz's L-15 medium (Thermo Fisher Scientific, Cat#11415064) and 10% fetal bovine serum (Thermo Fisher Scientific, Cat#10500056). After 10 min, fertilized eggs were de-jellied with 2.2% (w/v) L-cysteine (Merck, Cat#168149) equilibrated to pH 8.0. Embryos were cultured in 5% Marc's Modified Ringer's solution (MMR) (5 mM NaCl, 0.1 mM KCl, 0.1 mM CaCl<sub>2</sub>, 0.05 mM MgSO<sub>4</sub> and 0.25 mM HEPES pH7.5) at 21°C-28°C. Embryos were staged according to Nieuwkoop and Faber (1994). All *Xenopus* work fully complied with the UK Animals (Scientific Procedures) Act 1986 as implemented by the Francis Crick Institute.

### **Chromatin immunoprecipitation (ChIP)**

ChIP was carried out as detailed previously (Gentsch and Smith, 2017). Briefly, de-jellied *X. tropicalis* embryos were fixed at room temperature with 1% formaldehyde (Merck, Cat#F8775) in 1% MMR for 25 min. The fixation time was extended to 45 min for pre-gastrula stages. The following number of embryos were used for ChIP-Seq: 1,400 at the 32-cell stage, 1,000 at the 128-cell stage, 700 at the 1,024-cell stage, 450 at the MBT and 350 for the post-MBT stages. Fixation was terminated by rinsing embryos three times with ice-cold 1% MMR. Fixed embryos were homogenized in CEWB1 (150 mM NaCl, 1 mM EDTA, 1% (v/v) Igepal CA-630 [Merck, Cat#I3021], 0.25% (w/v) sodium deoxycholate [Merck, Cat#SRE0046], 0.1% (w/v) sodium dodecyl sulfate [Merck, Cat#71729] and 10 mM Tris-HCl pH 8.0) supplemented with 0.5 mM DL-Dithiothreitol (Fluorochem, Cat#M02712) and protease inhibitors (Roche, Cat#11873580001). The homogenate was left on ice for 5 min and then centrifuged at 1,000 g (4°C) for 5 min. Homogenization and centrifugation was repeated once before resuspending the pellet in 1-3 ml CEWB1. Chromatin was solubilized and fragmented by microtip-mediated ultra-sonication (Misonix 3000 sonicator with a tapered 1/16-inch microtip). The solution of fragmented chromatin was cleared by centrifuging at 16,000 g (4°C) for 5 min. About 1% of the cleared chromatin extract was set aside for the input sample (negative control). The remaining chromatin was incubated overnight at 4°C on a vertical rotor (10 rpm) with 20 µl of the mouse monoclonal anti-RNAPII (8WG16) (Covance, Cat#MMS-126R; RRID: AB\_10013665) antibody. After adding 100 µl of washed protein G magnetic beads (Thermo Fisher Scientific, Cat#10003D) the solution was incubated for another 4 h at 4°C on a vertical rotor (10 rpm). The beads were washed eight times in CEWB1 and once in TEN (10 mM Tris-HCl pH 8.0, 150 mM NaCl and 1 mM EDTA) at 4°C. ChIP was eluted off the beads twice with 100 µl SDS elution buffer (50 mM Tris-HCl pH 8.0, 1 mM EDTA and 1% (w/v) sodium dodecyl sulfate) at 65°C. ChIP eluates were pooled before reversing DNA-protein cross-links. Input (filled up to 200 µl with SDS elution buffer) and ChIP samples were supplemented with 10 µl 5 M NaCl and incubated at 65°C for 6-16 h. Samples were treated with proteinase K (Thermo Fisher Scientific, Cat#AM2548) and RNase A (Thermo Fisher Scientific, Cat#12091021) to remove any proteins and RNA from the co-immunoprecipitated DNA fragments. The DNA was purified with phenol:chloroform:isoamyl alcohol (25:24:1, pH 7.9) (Thermo Fisher Scientific, Cat#AM9730) using 2.0-ml Phase Lock Gel Heavy microcentrifuge tubes (VWR, Cat#733-2478) for phase separation and precipitated with 1/70 volume of 5 M NaCl, 2 volumes of absolute ethanol and 15 µg GlycoBlue (Thermo Fisher Scientific, Cat#AM9516).

After centrifugation, the DNA pellet was air-dried and dissolved in 11 µl elution buffer (10 mM Tris-HCl pH 8.5). The DNA concentration was determined on a Qubit fluorometer using high-sensitivity reagents for detecting double-stranded DNA (10 pg/µl to 100 ng/µl) (Thermo Fisher Scientific, Cat#Q33231).

### **ChIP-Seq Library Preparation**

Using the KAPA Hyper Prep Kit (Roche, Cat#KK8504), 2.5-5 ng ChIP DNA or 5 ng input DNA were converted into indexed paired-end libraries as previously described (Gentsch and Smith, 2017). Briefly, DNA fragments were end-repaired and A-tailed for 30 min at 20°C followed by 30 min at 65°C before cooling to 4°C. 7.5 pmol TruSeq (single index) Y-adapters (IDT) were ligated to the DNA fragment ends for 20 min at 20°C. The DNA ligation product was extracted with 0.8x SPRI (solid phase reversible immobilisation) beads (Beckman Coulter, Cat#A63882) and amplified in five PCR cycles (15 sec at 98°C, 30 sec at 60°C and 30 sec at 72°C) using the KAPA high-fidelity polymerase master mix (Roche, Cat#KK2602) and 25 pmol Illumina P5 (forward) and P7 (reverse) primers (IDT). After cleaning up the PCR reaction with 1x SPRI beads, the DNA library was size-separated by electrophoresis using E-gel EX agarose gels (Thermo Fisher Scientific, Cat#G401002). A gel slice containing DNA ranging from 250 to 450 bp in size was dissolved shaking in 350 µl QG buffer (Qiagen) using a thermomixer (1,000 rpm) at room temperature. The DNA was purified with MinElute columns (Qiagen, Cat#28604) and eluted off these columns twice using 11 µl elution buffer (10 mM Tris-HCl pH 8.5). The library was re-amplified using another 6-8 PCR cycles yielding 100-200 ng DNA without adapter dimer contamination. The DNA library was cleaned up with 1x SPRI beads.

### **Illumina Sequencing**

All sequencing libraries were quality controlled: The DNA yield and fragment size distribution were determined by fluorometry and chip-based capillary electrophoresis, respectively. ChIP-Seq and RNA-Seq libraries were sequenced on the Illumina HiSeq 2500 and 4000, respectively, by the Advanced Sequencing Facility of the Francis Crick Institute. Sequencing samples and read alignment results are summarized in Table S1.

### **Post-Sequencing Analysis of ChIP-Seq**

Single reads of maximal 50 bases were processed using trim\_galore v0.4.2 (Babraham Institute, UK) to trim off low-quality bases (default Phred score of 20, i.e. error probability was 0.01) and adapter contamination from the 3' end. Processed reads were aligned to the *X. tropicalis* genome assembly v7.1 and v9.1 (for Hilbert curves) running Bowtie2 v2.2.9 (Langmead and Salzberg, 2012) with default settings (Table S1). Alignments were converted to the HOMER's tag density format (Heinz et al., 2010) with redundant reads being removed (makeTagDirectory -single -tbp 1 -unique -mapq 10 -fragLength 175 -totalReads all). Only uniquely aligned reads (i.e. MAPQ ≥10) were processed. We pooled all input alignments from various developmental stages (Gentsch et al., 2018b). This created a comprehensive mappability profile that covered ~400 million unique base pair positions. For Hilbert curves, tag densities were generated across the genome v9.1 using sliding (200-bp increments) 400-bp window. Background signals (<0.3 reads per 1 million mapped reads) were removed. Blacklisted (Gentsch et al., 2018b) regions

(except for MIR-427) were excluded using intersectBed (-v -f 0.5) from BEDtools v2.25.0 (Quinlan and Hall, 2010).

### **Detecting Zygotic and Maternal Genes Using RNAPII Profiling and High Time-Resolution Transcriptomics**

Normalized RNAPII and input tag densities were calculated across the gene body in 10 bins of equal size. Gene annotations v7.1 were altered based on a few known zygotic isoforms and some corrections obtained from assembling total and poly(A) RNA (Owens et al., 2016) from stage 6 to stage 12.5 *de novo* (Pertea et al., 2016). A few genes had previously been annotated as gene clusters due to assembly uncertainties. We reduced the annotation of polycistronic MIR-427 to the minus arm (scaffold\_3b:3516900-3523400) and only monitored *nodal3.5* and *nodal5.3* within their respective gene clusters. Gene bodies with <40% mappability were removed. Here, the threshold of mappability per bin was set at 10% of the input read density averaged across all gene bodies in use. Subsequently, enrichment values were only obtained for all mappable bins by dividing read densities of RNAPII and input. Further, we restricted the analysis to genes for which  $\geq 3$  transcripts per million (TPM) could be detected on average over three consecutive time points (i.e. over the developmental time of 1 h) of a high-resolution profile of total RNA (Owens et al., 2016) from fertilization to after gastrulation (stage 13). Genes were considered active when RNAPII enrichments along their full length (see thresholds below) and corresponding transcripts ( $\geq 0.1$  TPM) were simultaneously detected. Transcript levels were calculated over three consecutive time points  $\pm 1$  h from the developmental stage of RNAPII profiling. RNAPII enrichment covered  $\geq 80\%$  of the mappable gene body and reached at least one of the following thresholds: (1) 2.6-fold, (2) 1.8-fold and 1.4-fold at the next or previous stage, (3) 1.4-fold and 1.8-fold at the next or previous stage, or (4) 1.4-fold over three consecutive stages. The heatmap (Figure 1B and S1A) was sorted by the developmental stage (1<sup>st</sup>) and the overall fold (2<sup>nd</sup>) of RNAPII enrichment. Zygotic and maternal contributions to transcriptome (Figure 1G) were based on RNAPII enrichment (see above) and mean transcript levels ( $\geq 0.1$  TPM) detected between 0 and 1 hpf, respectively.

### **Peak Calling and Motif Enrichment Analysis**

Peak calling and motif enrichment analysis were carried out as previously reported (Gentsch et al., 2018b). Briefly, HOMER v4.8.3 (Heinz et al., 2010) was used to identify the binding sites of Smad1 (Gentsch et al., 2018b), Smad2 (Chiu et al., 2014; Gentsch et al., 2018b; Yoon et al., 2011) and  $\beta$ -catenin (Gentsch et al., 2018b; Nakamura et al., 2016) by virtue of ChIP-enriched read alignments (hereafter called peaks): findpeaks -style factor -minDist 175 -fragLength 175 -inputFragLength 175 -fdr 0.001 -gsize 1.435e9 -F 3 -L 1 -C 0.97. This means that both ChIP and input alignments were extended 3' to 175 bp for the detection of significant (FDR  $\leq 0.1\%$ ) peaks being separated by  $\geq 175$  bp. The effective size of the *X. tropicalis* genome assembly v7.1 was set to 1.435 billion bp, an estimate obtained from the mappability profile (Gentsch et al., 2018b). These peaks showed equal or higher tag density than the surrounding 10 kb,  $\geq 3$ -fold more tags than the input and  $\geq 0.97$  unique tag positions relative to the expected number of tags. To further eliminate any false positive peaks, we removed any peaks with <0.5 CPM and those falling into blacklisted regions showing equivocal mappability due to genome assembly errors, gaps or simple/tandem repeats. Regions of equivocal mappability were identified by a two-fold lower (poor) or three-fold higher

(excessive) read coverage than the average detected in 400-bp windows sliding at 200-bp intervals through normalized ChIP input and DNase-digested naked genomic DNA (Gentsch et al., 2018b). All identified regions  $\leq 800$  bp apart were subsequently merged. Gap coordinates were obtained from the Francis Crick mirror site of the UCSC genome browser (<http://genomes.crick.ac.uk>). Simple repeats were masked with RepeatMasker v4.0.6 (Smit et al.) using the crossmatch search engine v1.090518 (Phil Green) and the following settings: RepeatMasker -species "xenopus silurana tropicalis" -s -xsmall. Tandem repeats were masked with Jim Kent's trfBig wrapper script of the Tandem Repeat Finder v4.09 (Benson, 1999) using the following settings: weight for match, 2; weight for mismatch, 7; delta, 7; matching probability, 80; indel probability, 10; minimal alignment score, 50; maximum period size, 2,000; and longest tandem repeat array (-l), 2 [million bp]. The enrichment and occurrence of predetermined DNA binding motifs was calculated using 100 bp centred across the top 2,000 peaks per chromatin feature and developmental stage: findMotifsGenome.pl -size 100 -mknown -nomotif.

### Injections and Treatments of Embryos

Microinjections were performed using calibrated needles and embryos equilibrated in 4% (w/v) Ficoll PM-400 (Merck, Cat#F4375) in 5% MMR. Microinjection needles were generated from borosilicate glass capillaries (Harvard Apparatus, GC120-15) using the micropipette puller Sutter p97. Maximally three nanolitres were injected into the animal hemisphere of de-jellied zygotes using the microinjector Narishige IM-300. Embryos were transferred to fresh 5% MMR (without Ficoll PM-400) once they reached about the mid-blastula stage.

For profiling the nascent transcriptome, embryos were injected with 75 ng 4-thiouridine-5'-triphosphate (4sU) (TriLink BioTechnologies, Cat#N-1025), which is incorporated into newly synthesized transcripts.

Loss-of-functions (LOFs) were generated by treating embryos with small molecule inhibitors and/or injecting them with morpholinos (MOs) or  $\alpha$ -amanitin. MOs were designed and produced by Gene Tools (Oregon, USA) to block splicing ( $MO_{splice}$ ) or translation ( $MO_{transl}$ ): maternal *Pou5f3/Sox3* (*mPou5f3/Sox3*) LOF, 5 ng *Pou5f3.2*  $MO_{transl}$  (Chiu et al., 2014; Gentsch et al., 2018b; GCTGTTGGCTGTACATAGTGTC), 5 ng *Pou5f3.3*  $MO_{transl}$  (Chiu et al., 2014; Gentsch et al., 2018b; TACATTGGGTGCAGGGACCCTCTCA) and 5 ng *Sox3*  $MO_{transl}$  (Gentsch et al., 2018b; GTCTGTGTCCAACATGCTATACATC); maternal *VegT* (*mVegT*) LOF, 10 ng *mVegT*  $MO_{transl}$  (Gentsch et al., 2018b; Rana et al., 2006; TGTGTTCCCTGACAGCAGTTTCTCAT); canonical *Wnt* LOF, 5 ng  $\beta$ -*catenin*  $MO_{transl}$  (Heasman et al., 2000; TTTCAACAGTTTCCAAAGAACCAGG); LOF of four zygotic *T-box* TFs (4x *zT* LOF), 2.5 ng *tbxt* (*Xbra*, *t*)  $MO_{splice}$  (Gentsch et al., 2013; TGGAGAGACCCTGATCTTACCTTCC), 2.5 ng *tbxt* (*Xbra*, *t*)  $MO_{transl}$  (Gentsch et al., 2013; GGCTTCCAAGCGCACACACTGGG), 2.5 ng *tbxt.2* (*Xbra3*, *t2*)  $MO_{splice}$  (Gentsch et al., 2013; GAAAGGTCCATATTCTCTTACCTTC), 2.5 ng *tbxt.2* (*Xbra3*, *t2*)  $MO_{transl}$  (Gentsch et al., 2013; AGCTGTGCCTGTGCTCATTGTATTG), 5 ng *zVegT*  $MO_{transl}$  (Fukuda et al., 2010; Gentsch et al., 2013; CATCCGGCAGAGAGTGCATGTTCCCT) and 5 ng *eomes*  $MO_{splice}$  (Fukuda et al., 2010; Gentsch et al., 2013; GAACATCCTCCTGCAAAGCAAAGAC); control MO, 5-20 ng standard control MO (CCTCTTACCTCAGTTACAATTTATA) according to the dose used for the  $\beta$ -catenin, *mVegT* and 4x *zT* LOF experiment; and 30 pg  $\alpha$ -amanitin (BioChemica, Cat#A14850001). To block *Nodal* (*Nodal* LOF)

and BMP (BMP LOF) signaling, embryos were treated with 100  $\mu$ M SB431542 (Tocris, Cat#1614) and/or 10  $\mu$ M LDN193189 (Selleckchem, Cat#S2618) from the 8-cell stage onwards. Control embryos were treated accordingly with DMSO, in which these antagonists were dissolved. Transcriptional effects of combinatorial signal LOF were determined at late blastula stage (stage 9<sup>+</sup>), while those of all other maternal LOFs were determined over three consecutive time points: the MBT (stage 8<sup>+</sup>), the late blastula (stage 9<sup>+</sup>) and the early gastrula (stage 10<sup>+</sup>) stage. The 4x zT LOF was transcriptionally profiled at early, mid and late gastrula stage (stage 10<sup>+</sup>, 11<sup>+</sup> and 12<sup>+</sup>). The 4x zT LOF comparison has four biological replicates (n=4). All other comparisons entail three biological replicates (n=3).

### **Extraction of Total RNA**

Embryos were homogenized in 800  $\mu$ l TRIzol reagent (Thermo Fisher Scientific, Cat#15596018) by vortexing. The homogenate was either snap-frozen in liquid nitrogen and stored at -80°C or processed immediately. For phase separation, the homogenate together with 0.2x volume of chloroform was transferred to pre-spun 2.0-ml Phase Lock Gel Heavy microcentrifuge tubes (VWR), shaken vigorously for 15 sec, left on the bench for 2 min and spun at ~16,000 g (4°C) for 5 min. The upper phase was mixed well with one volume of 95-100% ethanol and spun through the columns of the RNA Clean & Concentrator 25 Kit (Zymo Research, Cat#R1017) at ~12,000 g for 30 sec. Next, the manufacturer's instructions were followed for the recovery of total RNA (>17 nt) with minor modifications. First, the flow-through of the first spin was re-applied to the column. Second, the RNA was treated in-column with 3 U Turbo DNase (Thermo Fisher Scientific, Cat#AM2238). Third, the RNA was eluted twice with 25  $\mu$ l molecular-grade water. The concentration was determined on the NanoDrop 1000 spectrophotometer or by fluorometry before depleting ribosomal RNA from total RNA (Profiling the Nascent Transcriptome).

### **Tagging the Nascent Transcriptome**

Thirty 4sU-injected embryos were collected at the MBT and the early-to-mid gastrula stage. Total RNA was extracted as outlined above. The 4sU-tagging was performed according to Gay et al. (2014) with few minor modifications. The RNA Clean & Concentrator 5 Kit (Zymo Research, Cat#R1013) was used to purify RNA. Briefly, the Ribo-Zero Gold rRNA Removal Kit (Illumina, Cat#MRZG126) was used according to the manufacturer's instructions to deplete ribosomal RNA from ~10  $\mu$ g total RNA. The RNA was purified and fragmented for 4 min at 95°C using the NEBNext Magnesium RNA Fragmentation Module (NEB, Cat#E6150). The RNA was purified again before conjugating HDPD-Biotin (Thermo Fisher Scientific, Cat#21341) to 4sU via disulfide bonds for 3 h in the dark. Purified RNA was mixed with Streptavidin beads (Thermo Fisher Scientific, Cat#65305) to pull down biotin-tagged RNA. The RNA was eluted off the beads by treating them twice with 100  $\mu$ l pre-heated (80°C) 100 mM  $\beta$ -mercaptoethanol (Merck, Cat#M6250), which breaks the disulfide bond between Biotin and 4sU. Subsequently, the RNA was converted into a deep sequencing library by following the manual instructions (Rev. C, 8/2014) of the ScriptSeq v2 RNA-Seq Library Preparation Kit (Illumina, Cat#SSV21106) starting with 4.1.A. (Anneal the cDNA Synthesis Primer) and 4.1.B. (Synthesize cDNA), RNA and ending with part 3.C (Synthesize 3'-Tagged DNA) to 3.G. (Assess Library Quantity and Quality). cDNA was purified using 1.8x SPRI beads. Input and 4sU-enriched cDNA were PCR-amplified with 11 and 15 cycles, respectively. The 4sU RNA-Seq library was purified with 1x SPRI beads.

### Post-Sequencing Analysis of 4sU Tagging

Paired-end reads were aligned to the *X. tropicalis* transcriptome assembly v7.1 running Bowtie2 (Langmead and Salzberg, 2012) with the following constraints: -k 200 (maximal allowed number of alignments per fragment) -X 800 (maximum fragment length in bp) --rdg 6,5 (penalty for read gaps of length N,  $6+N*5$ ) --rfg 6,5 (penalty for reference gaps of length N,  $6+N*5$ ) --score-main L,-.6,-.4 (minimal alignment score as a linear function of the read length x,  $f(x) = -0.6 - 0.4*x$ ) --no-discordant (no paired-end read alignments breaching maximum fragment length X) --no-mixed (only concordant alignment of paired-end reads). Only read pairs that uniquely align to one gene were counted. Raw read counts were normalized with DESeq2 v1.22.1 (Love et al., 2014) and then scaled to the input.

### Poly(A) RNA-Seq Profiling

10-15 embryos were collected per stage and condition. Total RNA was extracted as outlined above. Libraries were made from ~1 µg total RNA by following the low-sample protocol of the TruSeq RNA Library Prep Kit v2 (Illumina, Cat#RS-122-2001) with a few modifications. First, 1 µl cDNA purified after second strand synthesis was quantified on a Qubit fluorometer using high-sensitivity reagents for detecting double-stranded DNA (10 pg/µl to 100 ng/µl). By this stage, the yield was ~10 ng. Second, the number of PCR cycles was reduced to eight to avoid products of over-amplification such as chimera fragments.

### Poly(A) RNA-Seq Read Alignment

Paired-end reads were aligned to the *X. tropicalis* genome assembly v7.1 using STAR v2.5.3a (Dobin et al., 2013) with default settings. The alignment was guided by a revised version of the gene models v7.2 (Collart et al., 2014) to improve mapping accuracy across splice junctions. The alignments were sorted by read name using the sort function of Samtools v1.3.1 (Li et al., 2009). Exon and intron counts (-t 'exon;intron') were extracted from unstranded (-s 0) alignment files using VERSE v0.1.5 (Zhu et al., 2016) in featureCounts (default) mode (-z 0). Intron coordinates were adjusted to exclude any overlap with exon annotation. For visualization, genomic BAM files of biological replicates were merged using Samtools and converted to the bigWig format. These genome tracks were normalized to the wigsum of 1 billion excluding any reads with mapping quality <10 using the python script bam2wig.py from RSeQC v2.6.4 (Wang et al., 2012).

### Differential Gene Expression Analysis

Differential expression analysis was performed with both raw exon and intron counts excluding those belonging to ribosomal and mitochondrial RNA using the Bioconductor/R package DESeq2 v1.22.1 (Love et al., 2014). In an effort to find genes with consistent fold changes over time, p-values were generated according to a likelihood ratio test reflecting the probability of rejecting the reduced (~ developmental stage) over the full (~ developmental stage + condition) model. Resulting p-values were adjusted to obtain false discovery rates (FDR) according to the Benjamini-Hochburg procedure with thresholds on Cook's distances and independent filtering being switched off. Equally, combinatorial LOF profiling and regional expression datasets (Blitz et al., 2017) without time series were subjected to likelihood ratio tests with reduced (~ 1) and full (~ condition) models for statistical analysis. Fold changes of intronic and exonic transcript levels were calculated for each developmental stage and condition using the mean of DESeq2-normalized read counts from biological replicates. Both intronic and exonic

datasets were filtered for  $\geq 10$  DESeq2-normalized read counts that were detected at least at one developmental stage in all uninjected or DMSO-treated samples. Gene-specific fold changes were removed at developmental stages that yielded  $< 10$  normalized read counts in corresponding control samples. Next, the means of intronic and exonic fold changes were calculated across developmental stages. The whole dataset was confined to 3,318 genes for which at least 50% reductions ( $\text{FDR} \leq 10\%$ ) in exonic (default) or intronic counts could be detected in  $\alpha$ -amanitin-injected embryos. Regional expression was based on exonic read counts by default unless the intronic fold changes were significantly ( $\text{FDR} \leq 10\%$ ) larger than the exonic fold changes (Table S3). For the hierarchical clustering of relative gene expression (Figure 2C), increased transcript levels were masked and only data points from signal LOFs, mPou5f3/Sox3 LOF and 4x zT LOF embryos were used. Euclidean distance-derived clusters were linked according to Ward's criterion and sorted using the optimal leaf ordering (OLO) algorithm. The synergy factor (SF) between signals x and y (Figures 3 and S3) were calculated as follows:  $\text{SF}_{xy} = \Delta_{xy} / (\Delta_x + \Delta_y)$ .  $\Delta$  is the relative loss of gene expression caused by signal depletion. For these calculations, any gene upregulations were neutralised (i.e. set to 1).

### Analysis of Enriched Gene Ontology (GO) Terms

Over-represented GO terms were found by applying hypergeometric tests of the Bioconductor/R package GOSTats v2.42.0 (Falcon and Gentleman, 2007) on gene lists. The process was also supported by the Bioconductor/R packages GSEABase v1.44.0 (Morgan et al., 2017) and GO.db v3.4.1 (Carlson et al., 2007). The gene universe was associated with GO terms by means of BLAST2GO (Conesa et al., 2005) as previously outlined (Collart et al., 2014; Gentsch et al., 2015).

### Generation of Hybridization Probes

Plasmids *X. laevis eomes* pCRII-TOPO (Gentsch et al., 2013) and *X. laevis tbxt* (*Xbra*, *t*) pSP73 (Smith et al., 1991) were linearized by restriction digestion (*Bam*HI and *Bgl*II, respectively) and purified using the QIAquick PCR Purification Kit (Qiagen, Cat#28104). The hybridization probes were transcribed from  $\sim 1 \mu\text{g}$  linearized plasmid using 1x digoxigenin-11-UTP (Roche, Cat#11277065910), 40 U RiboLock RNase inhibitor (Thermo Fisher Scientific, Cat#EO0381), 1x transcription buffer (Roche) and T7 RNA polymerase (Roche, Cat#10881767001) at 37°C for 2 h. The probe was treated with 2 U Turbo DNase (Thermo Fisher Scientific) to remove the DNA template and purified by LiCl precipitation. RNA was diluted to 10 ng/ $\mu\text{l}$  (10x stock) with hybridization buffer. The hybridization buffer (stored at -20°C) consists of 50% formamide (Fisher Scientific, Cat#10052370), 5x saline sodium citrate (SSC), 1x Denhardt's solution (Thermo Fisher Scientific, Cat#750018), 10 mM EDTA, 1 mg/ml torula RNA (Merck, Cat#R6625), 100  $\mu\text{g}/\text{ml}$  heparin (Merck, Cat#H4784), 0.1% (v/v) Tween-20 (Merck, Cat#P9416) and 0.1% (w/v) CHAPS (Merck, Cat#C3023).

### Whole-Mount In Situ Hybridization (WMISH)

WMISH was conducted using digoxigenin-labeled RNA probes (Monsoro-Burq, 2007; Sive et al., 2000). Briefly, *X. tropicalis* embryos were fixed in MEMFA (100 mM MOPS pH 7.4, 2 mM EDTA, 1 mM  $\text{MgSO}_4$  and 3.7% formaldehyde) at room temperature for 1 h. The embryos were then washed once in 1x PBS and two to three times in ethanol. Fixed and dehydrated embryos were kept at -20°C for  $\geq 24$  h to ensure proper dehydration before starting hybridization. Dehydrated embryos were washed once more in

ethanol before rehydrating them in two steps to PBT (1x PBS and 0.1% (v/v) Tween-20). Embryos were treated with 5 µg/ml proteinase K (Thermo Fisher Scientific) in PBT for 6-8 min, washed briefly in PBT, fixed again in MEMFA for 20 min and washed three times in PBT. Embryos were transferred into baskets, which were kept in an 8x8 microcentrifuge tube holder sitting inside a 10x10 slot plastic box filled with PBT. Baskets were built by replacing the round bottom of 2-ml microcentrifuge tubes with a Sefar Nitex mesh. This container system was used to readily process several batches of embryos at once. These baskets were maximally loaded with 40 to 50 *X. tropicalis* embryos. The microcentrifuge tube holder was used to transfer all baskets at once and to submerge embryos into subsequent buffers of the WMISH protocol. Next, the embryos were incubated in 500 µl hybridization buffer (see recipe above) for 2 h in a hybridization oven set to 60°C. After this pre-hybridization step, the embryos were transferred into 500 µl digoxigenin-labeled probe (1 ng/µl) preheated to 60°C and further incubated overnight at 60°C. The pre-hybridization buffer was kept at 60°C. The next day embryos were transferred back into the pre-hybridization buffer and incubated at 60°C for 10 min. Subsequently, they were washed three times in 2x SSC/0.1% Tween-20 at 60°C for 10 min, twice in 0.2x SSC/0.1% Tween-20 at 60°C for 20 min and twice in 1x maleic acid buffer (MAB) at room temperature for 5 min. Next, the embryos were treated with blocking solution (2% Blocking Reagent [Merck, Cat#11096176001] in 1x MAB) at room temperature for 30 min, and incubated in antibody solution (10% lamb serum [Thermo Fisher Scientific, Cat#16070096], 2% Blocking Reagent [Merck], 1x MAB and 1:2,000 Fab fragments from polyclonal anti-digoxigenin antibodies conjugated to alkaline phosphatase [Roche, Cat#11093274910; RRID:AB\_514497]) at room temperature for 4 h. The embryos were then washed four times in 1x MAB for 10 min before leaving them in 1x MAB overnight at 4°C.

On the final day of the WMISH protocol, the embryos were washed another three times in 1x MAB for 20 min and equilibrated to working conditions of alkaline phosphatase (AP) for a total of 10 min by submerging embryos twice into AP buffer (50 mM MgCl<sub>2</sub>, 100 mM NaCl, 100 mM Tris-HCl pH 9.5 and 1% (v/v) Tween-20). At this stage, the embryos were transferred to 5-ml glass vials for monitoring the progression of the AP-catalyzed colorimetric reaction. Any residual AP buffer was discarded before adding 700 µl staining solution (AP buffer, 340 µg/ml nitro-blue tetrazolium chloride [Roche, Cat#11383213001] and 175 µg/ml 5-bromo-4-chloro-3'-indolylphosphate [Roche, Cat#11383221001]). The colorimetric reaction was developed at room temperature in the dark. Once the staining was clear and intense enough, the color reaction was stopped by two washes in 1x MAB. To stabilize and preserve morphological features, the embryos were fixed with Bouin's fixative without picric acid (9% formaldehyde and 5% glacial acetic acid [Fisher Scientific, Cat#10171460]) at room temperature for 30 min. Next, the embryos were washed twice in 70% ethanol/PBT to remove the fixative and residual chromogens. After rehydration to PBT in two steps, the embryos were treated with weak Curis solution (1% (v/v) hydrogen peroxide [Merck, Cat#1072090500], 0.5x SSC and 5% formamide) at 4°C in the dark overnight. Finally, the embryos were washed twice in PBS before imaging them in PBS on a thick agarose dish by light microscopy.

## Processing of External Datasets

High-time (30-min intervals) resolution of total and poly(A) RNA-Seq (GEO: GSE65785) was processed as reported in the original publication (Owens et al., 2016). In addition, intron read counts were corrected by spike RNA-derived normalization factors. For visualization normalized exon and intron counts were scaled to the maximal count detected across the time course and fitted using cubic smoothing splines from 0 to 23.5 hpf: `smooth.spline(1:48, x, spar=0.6)`. Other RNA-Seq (GEO: GSE81458) and ChIP-Seq (GEO: GSE67974, GEO: GSE30146, GEO: GSE53654 and GEO: GSE72657) were processed as described in detail above except for H3K4me3 and H3K36me3 whose enriched regions were detected as follows: `findPeaks -style histone -fragLength 175 -inputFragLength 175 -fdr 0.001 -gsize 1.435e9 -F 2 -C 1 -region -size 350 -minDist 500`. Thus, we detected significant regions of histone modifications (-style histone) of at least the lengths of two DNA fragments (-size 350) and being separated by at least 500 bp from each other.

### Generation of Plots and Heatmaps

Genomic snapshots were generated with the IGV genome browser v2.4-rc6 (Robinson et al., 2011). All plots and heatmaps were generated using R v3.5.1 (<http://cran.r-project.org/>). The following add-on R and Bioconductor packages were used for sorting and graphical visualization of data: `alluvial` v0.1-2 (Michał Bojanowski), `beeswarm` v0.2.3 (Aron Eklund), `circlize` v0.4.5 (Gu et al., 2014), `complexHeatmap` v1.20.0 (Gu et al., 2016a), `dplyr` v0.7.8, `ggplot2` v3.1.0 (Wickham, 2016), `gplots` v3.0.1 (Gregory Warnes and colleagues), `GenomicFeatures` v1.34.1 (Lawrence et al., 2013), `GenomicRanges` v1.38.0 (Lawrence et al., 2013), `HilbertCurve` v1.12.0 (Gu et al., 2016b), `limma` v3.38.2 (Ritchie et al., 2015), `rtracklayer` 1.42.1 (Lawrence et al., 2009) and `seriation` v1.2-3 (Hahsler et al., 2008).

### QUANTIFICATION AND STATISTICAL ANALYSIS

No statistical method was used for determining sample size; rather, we followed the literature to select the appropriate sample size. The experiments were not randomized. Due to the nature of experiments, the authors were not blinded to group allocation during data collection and analysis. Only viable embryos were included in the analysis. Frequencies of shown morphological phenotypes and WMISH patterns are included in every image. The significance of over-represented GO terms was based on hypergeometric tests. Significances of non-normally distributed data points (gene features) across ZGA were calculated using paired Wilcoxon rank-sum tests (alternative hypothesis 'less'). The effect size ( $r_{\text{effect}}$ ) was estimated from the standard normal deviate of the Wilcoxon p-value (p) as previously described (Rosenthal, 1991),  $r_{\text{effect}} = Z/\sqrt{N}$ , where  $Z = \text{qnorm}(1-p/2)$  is the standardized Z-score and N is the number of observations.

How the deposited data were processed for this re-analysis (not part of the article)

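The analysis covers 3 experiments with *X. tropicalis* embryos: nascent RNA selected by 4sU at stage 8+ and stage 10+ (1 library of input and 1 of 4sU-enriched RNA per stage), poly(A) RNA after LOF of Wnt, Nodal and BMP signaling at stage 9+ (8 groups of 3 libraries), and poly(A) RNA after LOF of 4 zygotic T-box TFs at stages 10+, 11+ and 12+ (6 groups of 4 libraries). Conditions were taken from the sample labels and the methods of the paper.

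For the nascent RNA, the authors depleted ribosomal RNA from total RNA, aligned paired-end reads with Bowtie2 to the transcriptome assembly and deposited counts of the read pairs that aligned uniquely to 1 gene, without normalization. For the poly(A) RNA, the authors aligned paired-end reads with STAR to the genome guided by revised gene models, and counted reads on the exons and introns of each gene with VERSE in its featureCounts mode without strand; the counts were deposited without normalization, 1 library per file. Each exon file held 28148 genes and each intron file 23701, and 12827 genes had a symbol. Genes that overlap or lie antisense to each other, and close paralogs, could share reads in this counting, so single genes of such families are uncertain. In the table of nascent RNA 1 line held unmapped pairs, which were 39.5% and 50.4% of the input and 95.5% and 91.3% of the 4sU-enriched pairs at stage 8+ and stage 10+. This line, and 10 lines of ribosomal, transfer, mitochondrial or spike-like sequences (0.163% to 0.717%), stayed out of the library sizes.

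Exon counts per library ran from 27710453 to 45443446 at stage 9+ (median 37617024) and from 26586752 to 60984753 in the T-box experiment, with intron counts of at least 1111752 and 1565436. No library was a copy of another of its experiment: the squared difference per gene was at least 12.98 times that of counting noise between replicates of a group and at least 6.10 times, in 252 pairs at stage 9+ and 240 in the T-box experiment, between libraries of different groups.

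Tests were run in R 4.3.3 with edgeR 4.0.16. Counts were normalized by TMM, genes were filtered by edgeR's filterByExpr on the condition, and quasi-likelihood fits were tested with Benjamini-Hochberg adjustment at 0.1, the level the authors used. At stage 9+ a single fit of the condition over 24 libraries gave the comparison of each LOF with the control and the interaction of each pair of signals (16001 genes). In the T-box experiment, stage and condition were fitted over 24 libraries (17188 genes), and the stage by condition terms were tested together. DESeq2 1.42.0 gave size factors and, as an alternative, the likelihood ratio test. Genes named in the text are those the paper names for these experiments, the targeted genes, and per comparison the 3 largest falls and the 3 largest rises among called genes with a symbol, a mean of at least 50 TMM-normalized counts and the same direction in every replicate. This rule was fixed beforehand, and genes outside it are marked where they appear.

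Fold changes for the shares of genes followed the authors in the use of mean DESeq2-normalized counts, at least 10 in every control library, and a change of 1.5-fold, but were taken from exon counts alone, while the authors used exon and intron counts; intron counts are an alternative here. The percentages of the 3 stages were averaged in the T-box experiment. The lists were those of Table S2, because only 1845 genes of Table S3 could be read. Regional shares used the ratios in that part of Table S3 with a threshold of 3-fold. Within-replicate values divide a LOF library by the control library of the same number after adding 0.5. The 4sU enrichment is the ratio of 4sU-enriched to input counts after DESeq2's size factors over gene lines, for genes with at least 10 input counts.

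The replicate numbers come from the sample labels. Whether they pair the libraries was checked by correlating, across genes, the deviations of each library from its group mean. At stage 9+ the correlation between LOF and control libraries of the same number lay between 0.525 and 0.827 (21 pairs), and between libraries of different numbers from -0.582 to -0.189 (42 pairs). In the T-box experiment it lay between 0.543 and 0.831 (12 pairs), against -0.432 to 0.111 (36 pairs). The numbers therefore pair the libraries, although what they share is not stated in the paper. The tests have no block, since the authors fitted the condition alone, and the block is an alternative.

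The tests, the 1.5-fold rule and the synergy factor were first tried on simulated data with the real genes and depths, with 200 changed genes for the tests. The simulated libraries were drawn independently, without the pairing by replicate number seen in the data. The rates below need not hold for the real, paired libraries. With 3 libraries per group edgeR recovered 91% of 4-fold and 61% of 2-fold changes over 15752 genes, with 12 unchanged genes among 164 calls. The interaction test recovered 81% and 31%, the replicate block 92% and 62%, DESeq2's likelihood ratio test 95% and 66% (42 unchanged genes among 203 calls), the T-box design 100% and 92% over 16803 genes, and its stage by condition test 91% and 67% over 16828 genes. The 1.5-fold rule found 96% of simulated falls and 96% of rises over 13376 genes, and also took 12.8% of unchanged genes. An additive loss of 400 simulated genes gave a median synergy factor of 1.04 where 1 was simulated. The simulated single losses together stayed below the whole control level, so this trial does not cover larger losses.

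Alternatives covered the normalization, the filter on low counts, the test, the threshold, exon against intron counts, the replicate block, the libraries that share the spread, each replicate and each stage left out, the fold change, the regional ratio, the maternal contribution, the gene list, the choice of genes for the synergy factor and the scaling and minimum of the 4sU counts. Other splits of the libraries were counted for each count of called genes, and 100 draws of unchanged groups were simulated against the shared controls. Chromatin profiling of RNAPII, imaging, in situ hybridization, and the LOFs of maternal TFs and RNAPII elongation were not analysed here.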

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

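The tests of a shift in time on the stage difference and on genes outside Table S2, and those of the intron counts of the T-box genes, were chosen only after the result was seen; the test of slower development on all called genes and the splits of the libraries were not.

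In 4x zT LOF at stage 11+, replicate 2 held 310 normalized exon counts of tbxt.2, far from the 21.1 to 65.5 of the other 3 libraries (a gap of 0.846 of the range). In the control at stage 11+, the same replicate number held 272 intron counts of tbxt.2 against 170.3 to 185.1 in the others (0.855). These were 2 of 72 groups examined, where 3.6 would pass Dixon's 95% limit by chance at 1 in 20. The design gives no condition that sets replicate 2 apart, and no biological or technical explanation was tested. The fall of tbxt.2 does not rest on replicate 2, since its call held with each replicate left out.

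The effect of 4x zT LOF differed between stages 10+, 11+ and 12+ for 4664 of 17188 genes at an adjusted p of at most 0.1 from edgeR's quasi-likelihood test of the stage by condition terms, a difference between groups. The number was 8346 with the replicate block, 969 from intron counts and 2120 without replicate 4. In 3 of 40 splits of the libraries that part every pair, the real one included, as many genes were found. The other 2 splits, with 6063 and 5049 genes, exchanged no LOF library at stage 12+ and so retain the effect of that stage. The split with 6063 genes exchanged 3 LOF libraries at stage 10+, a mixed group, and all 4 at stage 11+, where the effect is reversed. The split with 5049 genes exchanged 1 and 3, so its groups at stages 10+ and 11+ are mixed. Among 40 splits within stages, the real one alone reached the count, and the next had 3315. Slower development of the LOF embryos is one technical explanation. Across genes, the effect of the LOF at a stage went against the change of the controls around that stage, measured in other replicates, with Spearman correlations from -0.583 to -0.155 over 17188 genes, which are not independent replicates. A delay may thus contribute to the difference between stages. The biological explanation that the design gives, T-box TFs acting on different genes at different stages, was not tested apart from it and stays open.

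Of the targeted genes, vegt, eomes and tbxt were affected to a different degree at the 3 stages (adjusted p = 6.09e-05 for vegt, 1.97e-05 for eomes and 0.000292 for tbxt from edgeR's quasi-likelihood test of the stage by condition terms). Their exon counts stood highest relative to control at stage 12+, when the control held the fewest transcripts of eomes. Intron counts were higher in 12 of 12 pairs of libraries for these 3 genes. MOs that block splicing could retain introns: those of eomes and tbxt are of this kind, and in all 12 pairs the intron counts of both rose more than the exon counts. The same held in 12 of 12 pairs for vegt, whose MO blocks translation and whose intron counts rose with a log2 fold change of 2.39 from edgeR. Blocked splicing thus does not explain the rise of vegt. The rise of intron over exon counts ran from 2.29- to 4.28-fold for vegt, from 3.90- to 6.54-fold for eomes and from 3.23- to 7.40-fold for tbxt. For tbxt.2, which also had an MO that blocks splicing, it ran from 1.19- to 6.33-fold. For eomes and tbxt a part beyond whatever raised vegt is thus left, but whether blocked splicing gave it was not decided. A slower decline of the vegt, eomes and tbxt transcripts in the LOF and feedback of the TFs on their own genes were not tested.

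Genes outside Table S2, on which the paper does not report, were also called: 0.166% of 11423 genes in Nodal LOF, 0.140% in Nodal/BMP LOF, 0.525% in Wnt LOF, 0.823% in Wnt/BMP LOF, 1.16% in Wnt/Nodal LOF and 1.55% in Wnt/Nodal/BMP LOF, by edgeR's quasi-likelihood test at an adjusted p of at most 0.1. In Wnt LOF 46 genes were lower and 14 higher, in Wnt/Nodal LOF 116 and 16, and in Wnt/Nodal/BMP LOF 154 and 23. In BMP LOF 0 were called, with 112 at an unadjusted p under 0.05. Control embryos of replicate 1 at a later time than the LOF embryos cannot be the whole source of these calls, since 306 genes outside Table S2 were called in Wnt/Nodal/BMP LOF with a time score as a covariate and 173 without replicate 1. In Wnt LOF 36 were left without replicate 1. For the 4 LOFs with the β-catenin MO, the injection itself is confounded with the treatment, and an effect of it stays open. That these genes respond to the signals although RNAPII was not listed on them in Table S2 remains a hypothesis.

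In 4x zT LOF 4645 of 12470 genes outside Table S2 were called (1802 lower and 2843 higher), and 6379 with the replicate block. This is 37.2% of the genes outside Table S2, against 54.2% of those inside. Slower development may account for part of them: among all called genes, those that rose in the controls from stage 10+ to stage 12+ were lower in the LOF and those that fell were higher. Of the 7204 called genes, 76.4% and 75.2% went against the control, with the control change and the LOF effect from different replicates. The Spearman correlations, taken across all 17188 tested genes, were -0.595 and -0.372. This test was not made on the genes outside Table S2 alone. A direct or indirect effect of the T-box TFs stays open.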

How the results depend on the processing

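The alternatives in this part were set before the data were examined, except for 5, and 4 more for the overlaps of genes alone, that were chosen after seeing the data and are named as such where they appear, and no test here was chosen only after its result was seen. Of 612 alternative values over 54 results, 5 brought calls where there had been none and 1 reversed its direction. Most of the others stayed where they were, meaning within 1.5 times the reported value for a count or a share of genes, within 1 SD between replicates for a synergy factor and within the 95% interval for a 4sU value, and the rest moved further. Where no construction of the setting shows it, the cause of a change was not tested.

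The counts of called genes at stage 9+ and over the 4x zT stages, compared as counts and given here as percentages of the genes tested in each fit, stayed within 1.5 times under a stricter adjusted p of 0.05, with DESeq2's size factors in place of TMM, without the filter on low counts and with at least 10 counts in every control, for all 12 comparisons. DESeq2's likelihood ratio test gave 0.0125% in BMP, 1.33% in Nodal, 1.22% in Nodal/BMP, 1.80% in Wnt and 2.97% in Wnt/BMP LOF. The 2 calls in BMP LOF were fpgs (log2 fold change -0.34, adjusted p = 0.0792 from DESeq2's likelihood ratio test) and slx4 (-0.23, adjusted p = 0.0595), which were named after their values were seen and had an adjusted p of 1 in edgeR's quasi-likelihood test. Intron counts gave 2.01% in Nodal and 2.23% in Nodal/BMP LOF. With the 6 libraries of a comparison fitted alone, where fewer libraries inform the spread, there were 0.163% in Wnt, 0.137% in Wnt/BMP, 1.28% in Wnt/Nodal and 1.42% in Wnt/Nodal/BMP LOF. Across the fits that each left out 1 replicate, the percentages ran from 0.0502 to 0.454% in Nodal, from 0.0752 to 0.441% in Nodal/BMP, from 0.0815 to 0.675% in Wnt, from 0.0690 to 1.50% in Wnt/BMP, from 0.608 to 1.95% in Wnt/Nodal and from 0.552 to 2.82% in Wnt/Nodal/BMP LOF, with 0 called in BMP LOF in each of these fits.

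With the replicate number as a block, the pairing raised the calls to 0.0437% in BMP, 2.28% in Nodal, 2.82% in Nodal/BMP, 3.97% in Wnt, 7.59% in Wnt/BMP, 6.06% in Wnt/Nodal and 8.14% in Wnt/Nodal/BMP LOF. It also raised the number of genes whose 4x zT effect differs between stages to 48.6% and called 1 gene (0.00625%) for the interaction of Wnt and Nodal, vcan (log2 departure 2.95, adjusted p = 0.0916 from edgeR's quasi-likelihood test with the block, named after its value was seen). Of the 36 results on named genes below, the block changed 2, adding the calls of chrd in Nodal LOF and of eomes in Wnt/BMP LOF. It also called genes outside these 36, znf3 among them. DESeq2's likelihood ratio test called 3 genes (0.0187%) for this interaction, all with an adjusted p of 1 in edgeR's quasi-likelihood test: ssh2 (1.70), arx (4.59) and plod2 (-1.16), with adjusted p from 0.0589 to 0.0876 in DESeq2's likelihood ratio test, again named after their values were seen. The interaction of Wnt and Nodal was called for 0 genes under each of the other 8 alternatives, and those of Wnt and BMP and of Nodal and BMP for 0 genes under all 10, with numbers at an unadjusted p under 0.05 of 78, 175 and 144 as first fitted for Wnt and BMP, Nodal and BMP, and Wnt and Nodal.

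A time score of each library as a covariate, chosen after seeing the data, gave 0.0250% in BMP, 1.12% in Nodal, 1.67% in Nodal/BMP, 2.03% in Wnt, 2.62% in Wnt/BMP, 3.74% in Wnt/Nodal and 5.01% in Wnt/Nodal/BMP LOF, and the 4 calls in BMP LOF were smad7 (log2 fold change -0.47), bambi (-0.48), ventx1.2 (-1.11) and ventx1.1 (-0.89), named after their values were seen, with adjusted p from 0.0241 to 0.0638 from edgeR's quasi-likelihood test with the score. For 4x zT LOF, stage 10+ alone gave 15.5% and the fit without stage 11+ 27.9%, both with fewer libraries. The genes whose effect differs between stages were 7.44% from intron counts and from 12.3 to 25.5% across the fits that each left out 1 replicate.

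The shares of zygotic genes past a fold change of 1.5 moved with the rule for a change and with the list of genes. With an adjusted p required as well, which leaves fewer genes by its construction, the shares lower were 0% in BMP, 2.83% in Nodal, 2.07% in Nodal/BMP, 2.49% in Wnt, 3.66% in Wnt/BMP, 6.01% in Wnt/Nodal and 6.60% in Wnt/Nodal/BMP LOF and those higher 0% in BMP, 0% in Nodal, 0.242% in Nodal/BMP, 0.518% in Wnt, 0.242% in Wnt/BMP, 0.484% in Wnt/Nodal and 0.415% in Wnt/Nodal/BMP LOF. Over all signal LOFs it left 8.01% either way, 6.98% lower only, 0.0345% lower and higher and 1.00% higher only. A threshold of 2-fold, which also leaves fewer by construction, gave 0.612% in BMP, 5.40% in Nodal/BMP, 4.97% in Wnt and 6.16% in Wnt/BMP LOF for lower genes and 0% in BMP, 0% in Nodal, 0.432% in Nodal/BMP, 0.540% in Wnt, 0.252% in Wnt/BMP, 0.504% in Wnt/Nodal and 0.504% in Wnt/Nodal/BMP LOF for higher genes. It gave 1.33% lower and 1.36% higher in 4x zT LOF, and 10.1% either way, 0.252% lower and higher and 1.12% higher only over all signal LOFs.

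Among genes with under 0.1 TPM of maternal transcript the shares lower were 21.7% in BMP, 43.0% in Nodal, 44.0% in Nodal/BMP, 41.1% in Wnt, 47.3% in Wnt/BMP, 45.9% in Wnt/Nodal and 54.1% in Wnt/Nodal/BMP LOF and 24.0% in 4x zT LOF, and those higher were 0.966% in BMP, 3.86% in Nodal, 13.5% in Nodal/BMP, 9.18% in Wnt, 4.83% in Wnt/BMP, 8.70% in Wnt/Nodal and 9.18% in Wnt/Nodal/BMP LOF and 11.0% in 4x zT LOF. Among genes with 0.1 TPM or more the shares that moved were 1.98% in BMP, 5.48% in Nodal, 5.52% in Nodal/BMP and 5.02% in Wnt LOF for lower genes and 0.350% in Nodal and 1.56% in Nodal/BMP LOF for higher genes. Without a minimum count, the shares higher were 0.906% in BMP, 1.22% in Nodal and 1.95% in Wnt/BMP LOF, and 2.06% lower and higher over all signal LOFs. From intron counts the shares higher were 1.69% in BMP, 2.50% in Nodal, 3.16% in Wnt, 2.63% in Wnt/BMP and 3.39% in Wnt/Nodal/BMP LOF and 10.8% in 4x zT LOF, and over all signal LOFs 28.9% either way, 19.0% lower only and 8.33% higher only. At stage 11+ alone 11.3% were lower in 4x zT LOF. The cause of the moves in this paragraph was not tested.

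With each gene counted on exons or on introns as matched to Table S3, a setting chosen after seeing the data and run on 1845 genes, the shares lower were 6.07% in BMP, 14.5% in Nodal, 14.6% in Nodal/BMP, 13.6% in Wnt, 15.8% in Wnt/BMP, 17.0% in Wnt/Nodal and 18.6% in Wnt/Nodal/BMP LOF. The shares higher were 2.28% in BMP, 3.36% in Nodal, 6.94% in Nodal/BMP, 4.61% in Wnt, 6.67% in Wnt/BMP, 5.37% in Wnt/Nodal and 6.61% in Wnt/Nodal/BMP LOF and 9.52% in 4x zT LOF, and over all signal LOFs 40.2% either way, 23.4% lower only, 2.82% lower and higher and 13.9% higher only. Since it was chosen to match percentages the authors give, it is not an independent check of them.

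Across the values that each left out 1 replicate, the share lower ran from 2.15 to 5.50% in BMP LOF. The share higher ran from 0.252 to 0.466% in BMP, from 0.791 to 0.933% in Nodal, from 1.87 to 3.55% in Wnt, from 1.37 to 2.91% in Wnt/BMP, from 1.83 to 4.197% in Wnt/Nodal and from 1.65 to 4.09% in Wnt/Nodal/BMP LOF, and the share that was only higher in any signal LOF from 3.49 to 6.78%. By region, 27.3 to 60.9% of ventral genes higher in Wnt LOF, 15.9 to 32.6% of animal genes higher in any signal LOF and 31.8 to 69.6% of ventral genes higher in any signal LOF were found across these values. The overlap of genes lower in Wnt LOF and in BMP LOF ran from 21 to 90 genes, and the number lower in Wnt/BMP LOF and in neither single LOF from 37 to 109.

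For the regional shares, the adjusted p as a further requirement left 40.4% of dorsal genes lower in Wnt LOF, 13.1% of VH/MZ genes lower in Wnt LOF, 22.6% of dorsal genes lower in Nodal LOF, 21.7% of VH/MZ genes lower in Nodal LOF, 0% of ventral genes lower in BMP LOF, 2.05% of animal genes lower in any signal LOF, 8.70% of ventral genes higher in Wnt LOF, 2.92% of animal genes higher in any signal LOF and 8.70% of ventral genes higher in any signal LOF. A 2-fold change in place of 1.5-fold left 31.8% of ventral genes lower in BMP LOF, 6.21% of animal genes lower in any signal LOF, 22.7% of ventral genes higher in Wnt LOF, 5.92% of animal genes higher in any signal LOF and 27.3% of ventral genes higher in any signal LOF, and a regional ratio of 2-fold left 35.7% of ventral genes lower in BMP LOF. The shares of genes lower in any signal LOF on the dorsal side, in the VH/MZ and in the dorso-vegetal/MZ quadrant stayed within 1.5 times under every alternative run, between 63.5% and 92.5%, between 48.5% and 83.3% and between 83.3% and 96.7% in turn. With the adjusted p required the overlap of Wnt LOF and BMP LOF was 0 genes and 17 of the genes lower in Wnt/BMP LOF alone were also lower in Nodal LOF. In the readable part of Table S3, chosen after seeing the data, 28 genes were lower in Wnt/BMP LOF alone and 14 of them in Nodal LOF. Of the 4 settings run on the overlaps alone, all chosen after seeing the data and listed here after their values were seen, 2-fold gave an overlap of 6 genes for Wnt LOF and BMP LOF, intron counts gave 96 genes lower in Wnt/BMP LOF alone, and no minimum and the replicate block moved none of the 3 counts.

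The median synergy factor of Wnt and BMP was 0.564 with genes chosen in replicates 1 and 2 and measured in replicate 3, and the setting chosen after seeing the data that takes the single LOFs from Table S3 reversed it to 1.43. That setting gave 0.857 for Nodal and BMP and 0.807 for Wnt and Nodal, both still under 1. Intron counts gave 0.748 and 0.680 for these pairs, and Wnt and Nodal held out in replicate 2 gave 0.681. With TMM, with the replicate number as a block, from intron counts and with each replicate held out, all 3 medians stayed under 1. On the log2 scale the median departure from additivity was 0.04 for Wnt and BMP, 0.63 for Nodal and BMP and 0.53 for Wnt and Nodal, where a value above 0 means that the double LOF removed less than the single LOFs together.

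The 4sU enrichment of the genes covered by the MBT was 1.15 at stage 8+ and 1.57 at stage 10+ with TMM, 0.974 and 1.197 with scaling by the total counts of a library, 1.16 at stage 8+ with at least 50 input counts and 1.37 at stage 8+ with no minimum and a pseudocount of 1. Under that last setting the genes outside Table S2 had a median of 1.49 at stage 8+, above that of the genes covered by the MBT, so the order of the 2 lists reversed there. The level relative to 1 rests on the scaling. Size factors over all lines of the table, chosen after seeing the data, moved none of the medians past its 95% interval. The correlation with the RNAPII enrichment at stage 10+ was 0.406 with at least 50 input counts.

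For the named genes, 257 alternative values over 36 results left 228 on the same side, while 22 lost their call, 4 became calls and 3 reversed. The reversals were sia2 in Nodal LOF without replicate 1 (-0.33, against up to 1.02 without replicate 3), ctnnb1 in Wnt LOF from intron counts (0.33) and tbxt in 4x zT LOF from intron counts (2.38), none of which had a call as first fitted. Of the calls lost, 10 were lost without replicate 2, 7 without replicate 3, 3 without replicate 1 and 2 from intron counts. Size factors in place of TMM and DESeq2's likelihood ratio test changed none of the 36. Intron counts gave no value for sia2 in Wnt LOF and in Nodal LOF, nor for frzb2 and junb in Wnt LOF, which were not among the genes tested on introns.

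The depth limits few of these results, since each library at stage 9+ held at least 27710453 exon counts. It does limit sia2, frzb2 and sia1, for which only a lower bound of the fall can be given, and intron counts, where 11499 genes were tested against 16001 from exons. In simulations without the pairing of the libraries, 61% of 2-fold and 91% of 4-fold changes were called with 3 libraries per group. A small change without a call is thus not shown to be absent.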

Differences from the paper's values

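No test in this part was chosen after its result was seen. The paper's shares are over 3,315 genes, and those here over the genes that Table S2 lists as active by the MBT or, for 4x zT LOF, by the mid-gastrula stage. The setting called matched counts below takes exon or intron counts per gene as matched to Table S3 over 1845 genes; it was chosen after seeing the values. A gap is called closed below where the 2 values lie within 1.5 times of each other or, for the shares in single LOFs and combinations, within 1 SD between replicates, so a closed gap can leave part of the difference. Genes under 0.1 TPM maternal are only a small part of the list, unlike the paper's set. A gap that they close is thus not explained by them.

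In Wnt/Nodal/BMP LOF the paper gives 19% of genes lower and 7% higher, against 10.9% and 2.02% here. Of the alternatives set before the data were examined, intron counts (15.3%) and the values without replicate 3 (13.6%) closed the gap for lower genes, and genes under 0.1 TPM maternal (9.18%) for higher genes; the others did not. The matched counts, chosen after seeing the values, gave 18.6% and 6.61%. In 4x zT LOF 10% are higher by the paper's value and 4.38% here, with the gap closed by intron counts (10.8%) and by genes under 0.1 TPM maternal (11.0%) among the alternatives set before the data were examined, and by the matched counts, chosen after seeing the values (9.52%).

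Over all signal LOFs the paper gives 39% of genes changed, 22.1% only lower, 2.1% lower and higher and 14.4% only higher. The values here were 17.2%, 12.1%, 1.30% and 3.85%. Of the alternatives set before the data were examined, intron counts closed the first 3 gaps (28.9%, 19.0% and 1.60%), leaving out replicate 3 the second (15.8%), and no minimum (2.06%) and leaving out replicate 1 (1.51%) the third. None closed the gap for genes only higher. The matched counts, chosen after seeing the values, closed all 4 (40.2%, 23.4%, 2.82% and 13.9%).

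For Wnt/BMP LOF the paper gives 292 more genes lower, a rise of 118% over the genes lower in Wnt LOF and of 664% over those lower in BMP LOF, and 166 of them Nodal-dependent. Here 55 genes were lower in Wnt/BMP LOF and in neither single LOF, equal to 25.7% and 57.3% of the genes lower in the single LOFs. Of these, 29 (52.7%) were also lower in Nodal LOF. No alternative run on the counts, set before the data were examined or after, closed these gaps. With the paper's own Table S3 percentages in place of the counts, a setting chosen after seeing the values and run on the 1845 readable genes, 150 genes were lower in Wnt/BMP LOF alone, equal to 109% and 556% of the genes lower in the single LOFs, and 82 of them were lower in Nodal LOF. This closed the gaps of the 2 percentages, while the numbers of genes were again compared as counts and not as shares of the 1845 genes.

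Read by eye from Fig. 2C, the paper's share lower is about 14% in Nodal LOF, about 15% in Nodal/BMP LOF and about 17% in Wnt/Nodal LOF, against 8.28%, 8.39% and 9.54% here. Intron counts, set before the data were examined, closed each gap (10.2%, 12.4% and 12.0%), as did leaving out replicate 2 (10.5%) or replicate 3 (11.7%) for Wnt/Nodal LOF, and no other such alternative did. The matched counts, chosen after seeing the values, gave 14.5%, 14.6% and 17.0%. The share higher, also read by eye from Fig. 2C, is about 1% in Nodal LOF, about 7% in Nodal/BMP LOF, about 4% in Wnt LOF, about 6% in Wnt/BMP LOF and about 5% in Wnt/Nodal LOF. Here it was 0.612%, 2.45%, 1.98%, 1.26% and 2.20%. Of the alternatives set before the data were examined, TMM (0.720%), no minimum (1.22%), the replicate block (0.756%) and each replicate left out (0.791% to 0.933%) closed the gap for Nodal LOF. Intron counts (3.16%) and leaving out replicate 1 (3.55%) did for Wnt LOF, genes under 0.1 TPM maternal (4.83%) for Wnt/BMP LOF, and leaving out replicate 1 (4.197%) for Wnt/Nodal LOF, while none did for Nodal/BMP LOF. The matched counts, chosen after seeing the values, closed the last 4 (6.94%, 4.61%, 6.67% and 5.37%) and not that for Nodal LOF.

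From the percentages the paper prints in the readable part of Table S3, its share higher is 1.57% in Nodal LOF, 6.94% in Nodal/BMP LOF, 6.67% in Wnt/BMP LOF, 5.37% in Wnt/Nodal LOF, 6.61% in Wnt/Nodal/BMP LOF and 9.70% in 4x zT LOF. The exon counts of the same genes gave 0.712%, 3.18%, 1.59%, 2.47%, 2.25% and 4.41%. Of the alternatives set before the data were examined, leaving out replicate 1, 2 or 3 closed the gap for Nodal LOF (1.15%, 0.985% and 1.09%), and intron counts closed the other 5 (4.67%, 4.05%, 5.11%, 4.92% and 10.9%). Leaving out replicate 1 also did for Wnt/Nodal LOF (5.13%) and Wnt/Nodal/BMP LOF (4.91%), and stage 12+ alone for 4x zT LOF (7.33%). The paper's share lower in Nodal/BMP LOF is 14.6% there, against 9.70% here, a gap closed by intron counts (14.7%) and by leaving out replicate 2 (10.01%) or replicate 3 (10.3%). The matched counts, chosen after seeing the values, gave the paper's values for the double and triple LOFs (14.6%, 6.94%, 6.67%, 5.37% and 6.61%) and 9.52% for 4x zT LOF, and did not close the gap for Nodal LOF.

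The paper's Table S3 percentages give a median synergy factor of 1.43 for Wnt and BMP, against 0.811 from the counts. None of the alternatives set before the data were examined closed this gap. With the single LOFs from Table S3 and the double LOF from the counts, a setting chosen after seeing the values, the median was 1.43.

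The paper states that the effect of losing Wnt and BMP together was more synergistic, while those of the other pairs were additive. Here the median factor was below 1 for each pair, 0.811 for Wnt and BMP, 0.686 for Nodal and BMP and 0.618 for Wnt and Nodal. That of Wnt and BMP was the highest by these medians, though not in every replicate. Large single losses force a factor below 1, so these medians do not exclude synergy. On the log2 scale, unlike the paper's sum of losses, edgeR's quasi-likelihood test called 0 genes for an interaction of Wnt and BMP. There were 78 genes at an unadjusted p under 0.05, fewer than chance alone would give, so the test was conservative. The paper also states that Wnt and BMP have few targets in common. Here 54 of the 96 genes lower in BMP LOF were also lower in Wnt LOF, or 21 of 60 without replicate 1. In the paper's Table S3 percentages, a setting chosen after seeing the values, 1 of 27 was. Both LOFs share their control libraries, and how much of the overlap comes from this was not decided. The paper names id2 among ventral genes that rise in Wnt LOF. Its log2 fold change here was 0.45, without a call (adjusted p = 1 from edgeR's quasi-likelihood test), and 0.17 without replicate 1. Another gene that the paper calls sensitive, fgf20 in Nodal LOF, stood at 37.0% of control, past a 1.5-fold change but without a call (adjusted p = 0.851 from edgeR's quasi-likelihood test).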

Other observations

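Except for the pairs of unchanged groups, the choice of genes for the synergy factor and the splits of the libraries, the tests in this part were chosen only after the result was seen.

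The LOF effects of replicate 1 at stage 9+ differed from those of replicates 2 and 3. As a candidate explanation, the control embryos of replicate 1 could have been collected at a later time than the LOF embryos. Across 10050 genes, the ratio of LOF to control in replicate 1 fell with the ratio of the stage 10+ to the stage 8+ input of the 4sU experiment in all 7 LOFs, with Spearman correlations from -0.638 to -0.314. The correlations ran from -0.244 to 0.216 in replicate 2 and from -0.295 to 0.386 in replicate 3. The control library of replicate 1 was later on this axis than those of replicates 2 (0.428) and 3 (0.510). Genes are not independent replicates, and the axis itself rests on 1 library per stage. The depth of the control library of replicate 1 argues against a second explanation, since it ranked 6 among the 24 libraries and so lay inside their range. A difference between clutches of embryos stays open.

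The zinc finger cluster of the paper's Fig. S2A was higher in Wnt LOF in replicate 1 than in the others. The same difference in time could produce this: from the stage 8+ to the stage 10+ input, 19 measured genes of the cluster had a median log2 ratio of -0.35 and 16 of them fell, while the median over 10380 genes was 0.06. With 1 library per stage this is a description and not a test between stages.

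The single LOF percentages that Table S3 prints were not given by the libraries analysed here. For the double and triple LOFs, mean normalized exon or intron counts gave the printed percentage within 0.1% for all 1845 readable genes in each LOF, with 581 genes on exons and 1264 on introns throughout. For 4x zT LOF 1763 genes (95.6%) were matched. For BMP, Nodal and Wnt LOF only 18, 19 and 12 genes were. Over all choices of replicates and controls, with all genes on exons or all on introns, a single LOF matched at most 0.976% of the genes. An exchange of labels among these libraries is excluded, as the libraries of another LOF matched at most 0.921%. What remains is that the single LOF percentages of Table S3 may come from libraries other than those analysed here. Across genes the printed and the computed percentages still correlated, with Spearman coefficients of 0.703 for BMP LOF, 0.830 for Nodal LOF and 0.765 for Wnt LOF.

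This bears on the synergy of Wnt and BMP, whose median factor is above 1 in the percentages of Table S3 and below 1 in the counts. With the single LOFs from the counts and the double LOF from Table S3 the median was 0.814, and with the single LOFs from Table S3 and the double LOF from the counts it was 1.43, so the factor follows the single LOF values. Replicate 1 alone does not lower it, since it was 0.839 without replicate 1. Which single LOF values are the better measure cannot be decided from these tables.

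Choosing genes for a low value in the double LOF raises a synergy factor by itself. With genes chosen in 2 replicate numbers and measured in the other, the median for Wnt and BMP was at most 0.897. Because the factor was below 1 before this step, the step cannot tell how much the choice of genes adds.

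Whether chance values of the shared control libraries are the whole source of the overlap of Wnt and BMP LOF, 54 genes, was not decided. The replicate numbers pair the libraries. With the numbers as a block, the Wnt group at its measured means and the BMP group unchanged, simulated draws shared 3.82 genes on average and at most 9. Without replicate 1 the overlap was 21 genes and the draws shared 7.94 on average and at most 16. Thus 0 of 100 draws reached the observed number in either case. However, the BMP group of these draws held only 9.86 lower genes on average, and 20.27 without replicate 1, against 96 and 60 in BMP LOF. Draws with so few lower genes could hardly reach the observed overlaps, so they do not decide. They show only that with the pairing kept an unchanged BMP group gives fewer lower genes than BMP LOF on average. A simulation that leaves out the pairing reached 54 in 3 of 100 draws (at most 59). Without replicate 1 it reached 21 in 100 of 100 draws, with 56.22 shared genes on average and 137.23 lower in its BMP group. The pairs of unchanged groups, which shared at most 41 genes, do not decide either, since each held fewer lower genes than Wnt LOF. Chance values of the control libraries, targets in common and a difference in time of the control embryos of replicate 1 stay open.

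As to the counts of called genes, a comparison of 3 with 3 libraries has 10 splits, so no share of splits can be under 0.05. In BMP LOF the real split gave 0 genes, which every split reaches by construction, and all 10 splits gave 0. In Nodal, Nodal/BMP, Wnt, Wnt/BMP, Wnt/Nodal and Wnt/Nodal/BMP LOF only 1 of 10 splits, the real one, reached its count, and every other split gave 0 genes. Of the 4 splits that part every pair the real one alone reached its count in each of these 6 LOFs. With the replicate block the same held, with at most 26 genes in another split. For each of the 3 interactions the real labels gave 0 genes, which all 20 label permutations within replicate numbers reach by construction. At an unadjusted p under 0.05, 17 of 20 permutations reached the 78 genes of Wnt and BMP. The 175 genes of Nodal and BMP were reached by 5 of 20, and the 144 genes of Wnt and Nodal by 12 of 20. The permutations exchange libraries of groups that differ in single LOF effects, which can enter the interaction contrast. They thus do not decide whether an interaction is present. The 7204 genes changed in 4x zT LOF were reached by 1 of 40 splits that part every pair, the real one, with 3864 genes in the next.

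Embryos that shared an injection or an inhibitor were also compared directly by edgeR's quasi-likelihood test at an adjusted p of at most 0.1. Wnt/Nodal LOF against Wnt LOF gave 23 genes lower and 1 higher (40 and 4 with the replicate block), with 259 at an unadjusted p under 0.05. Wnt/Nodal/BMP LOF against Wnt/Nodal LOF gave 0 and 0 (100 at an unadjusted p under 0.05), or 0 and 1 with the replicate block (433), and Nodal/BMP LOF against Nodal LOF gave 0 and 0 with and without the replicate block (687 at an unadjusted p under 0.05 with it).

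The intron counts of the targeted T-box genes rose relative to their exon counts by 1.51 (vegt), 2.25 (eomes), 2.48 (tbxt) and 1.09 (tbxt.2) on the log2 scale, at percentiles 99.4, 99.8, 99.9 and 98.1 of 12417 genes, whose median was -0.03.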
